# Modification of *BRCA1*-associated breast cancer risk by HMMR overexpression

**DOI:** 10.1038/s41467-022-29335-z

**Published:** 2022-04-07

**Authors:** Francesca Mateo, Zhengcheng He, Lin Mei, Gorka Ruiz de Garibay, Carmen Herranz, Nadia García, Amanda Lorentzian, Alexandra Baiges, Eline Blommaert, Antonio Gómez, Oriol Mirallas, Anna Garrido-Utrilla, Luis Palomero, Roderic Espín, Ana I. Extremera, M. Teresa Soler-Monsó, Anna Petit, Rong Li, Joan Brunet, Ke Chen, Susanna Tan, Connie J. Eaves, Curtis McCloskey, Razq Hakem, Rama Khokha, Philipp F. Lange, Conxi Lázaro, Christopher A. Maxwell, Miquel Angel Pujana

**Keywords:** Breast cancer, Breast cancer, Cancer genetics

## Abstract

Breast cancer risk for carriers of *BRCA1* pathological variants is modified by genetic factors. Genetic variation in *HMMR* may contribute to this effect. However, the impact of risk modifiers on cancer biology remains undetermined and the biological basis of increased risk is poorly understood. Here, we depict an interplay of molecular, cellular, and tissue microenvironment alterations that increase *BRCA1*-associated breast cancer risk. Analysis of genome-wide association results suggests that diverse biological processes, including links to *BRCA1*-*HMMR* profiles, influence risk. HMMR overexpression in mouse mammary epithelium increases *Brca1*-mutant tumorigenesis by modulating the cancer cell phenotype and tumor microenvironment. Elevated HMMR activates AURKA and reduces ARPC2 localization in the mitotic cell cortex, which is correlated with micronucleation and activation of cGAS-STING and non-canonical NF-κB signaling. The initial tumorigenic events are genomic instability, epithelial-to-mesenchymal transition, and tissue infiltration of tumor-associated macrophages. The findings reveal a biological foundation for increased risk of *BRCA1*-associated breast cancer.

## Abstract (web summary)

The effect of hyaluronan-mediated motility receptor (HMMR) expression in BRCA1-associated breast cancer risk remains unknown. Here, HMMR overexpression induces the activation of cGAS-STING and non-canonical NF-κB signalling, instigating an immune permissive environment for breast cancer development.

## Introduction

Breast cancer is the most common malignancy in women worldwide^1^. Family history of the disease is a strong risk factor and about 15–20% of the familial risk is explained by inherited, rare pathological variants in the breast cancer 1 and 2 genes (*BRCA1* and *BRCA2*, respectively)^2,3^. Pathological variants of *BRCA1* confer a cumulative risk of breast cancer of 40–87% by 70  years of age^4,5^. This cancer type (hereafter *BRCA1*-associated breast cancer) is often diagnosed as having a triple-negative phenotype, which is characterized by a low or null level of expression of estrogen receptor α (ERα), progesterone receptor, and epidermal growth factor receptor 2, and/or a basal-like molecular subtype, expressing basal cell markers^6^. Tumors with these features generally present aggressive histopathological characteristics and are associated with relatively poor patient outcome^6^.

The variable penetrance of pathogenic variants in *BRCA1* and *BRCA2* is partially due to environmental, lifestyle, and individual biological factors^7^. Dozens of common genetic variants can modify breast cancer risk in these settings, each of them having a relatively small effect^8^. Pooled analysis of genetic modifiers offers the opportunity of improving risk estimation and prevention^9^. The hyaluronan-mediated motility receptor (HMMR, also known as RHAMM) interacts with BRCA1 to regulate cell division and apicobasal polarization of mammary epithelial cells^10,11^, and is a potential modifier of *BRCA1*-associated breast cancer risk^11,12^. However, the molecular and cellular alterations produced by the risk modifiers are yet to be identified, and the significance of the initial carcinogenic alterations in shaping features that define disease subtypes and progression is uncertain.

In this work, we analyze human germline and tumor data, and perform molecular and cellular studies in mouse models with conditional overexpression of HMMR and loss of BRCA1 and p53 in mammary epithelial cells, to decipher the biological foundation of increased risk of *BRCA1*-associated breast cancer. Our results uncover the relevance of modifiers beyond risk estimation, exposing how a modifier, HMMR, substantially shapes cancer cell and tumor microenvironment features.

## Results

### Prediction of biological processes underlying *BRCA1*-associated breast cancer risk

Many genetic variants have been shown to modify the risk of *BRCA1*-associated breast cancer^8,9^, but it is unclear whether the identified variants converge on defined biological alterations. To predict processes that, when altered, underpin *BRCA1*-associated breast cancer, we analyzed a collection of gene sets (*n* = 6,289), representing diverse states of health and disease^13^, from the results of a meta-analysis of genome-wide association studies (GWASs) of *BRCA1*-associated and triple-negative breast cancer^14,15^. Using a scoring algorithm that limits false-positive results^16^, 673 (10.7%), 200 (3.2%), and 25 (0.4%) sets were found to be associated with risk at consecutive significance thresholds (chi-squared test *p* < 0.05, <0.01, and 0.001, respectively; Fig. 1a and Supplementary Data 1a–c). Mining cancer-related keywords in the published abstracts describing the identified sets suggested diversity in the underlying biology of risk (Fig. 1b and Supplementary Data 1d, e). Examination of keyword co-occurrences highlighted the highest frequencies of pairs of terms including “cancer, damage, development, immune, mutation, proliferation, signaling, stem, stress, and/or transcription” (Fig. 1c and Supplementary Data 2a–c).

**Fig. 1:**
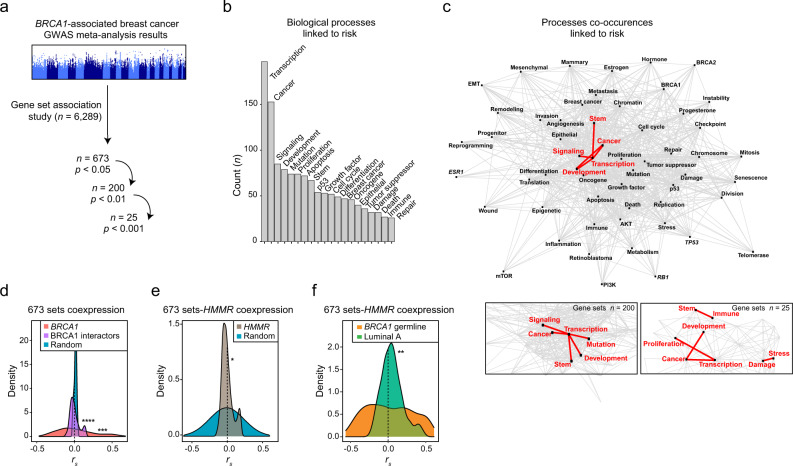
Curated gene sets linked to *BRCA1*-associated breast cancer risk and expression correlation with candidate modifier *HMMR*. **a** Gene set-based analysis of the summary statistics of the *BRCA1*-associated and triple-negative breast cancer GWASs. The number of gene sets analyzed and of those found to be significantly associated at three scoring thresholds are indicated. **b** Biological annotation of 673 risk-linked gene sets using text mining. The 20 most frequently identified keywords in the corresponding publication abstracts are shown (*n*, counts). **c** Top panel, network of the keywords mined across published studies of the 673 risk-linked gene sets. Centrality is proportional to the number of instances found, and edge length is inversely proportional to the number of times that two given keywords appear in a given abstract. Red edges and keywords depict the five most frequent keyword pairs. Bottom panels, zoom-in into the most frequent pairs considering the subsets of 200 and 25 risk-linked gene sets. **d** Distributions of the coexpression coefficients (Spearman’s correlation coefficient, *r*_*s*_) between the 673 sets and *BRCA1*, genes coding for BRCA1 interactors, or equivalent randomly chosen genes (x1000), across TCGA primary breast tumors. The asterisks indicate significant difference relative to random (Wilcoxon test; ***p = 0.001 and ****p < 0.0001). **e** Distribution of coexpression coefficients (*r*_*s*_) between the 673 risk-linked gene sets and *HMMR*, and equivalent null distribution across TCGA primary breast tumors. The asterisk indicates significant difference: two-tailed Student’s paired-samples *t* test; *p = 0.010; *HMMR* 95% confidence interval (CI) 0.007–0.055; 671 degrees of freedom. **f** Distributions of coexpression coefficients (*r*_*s*_) between *HMMR* and the 673 risk-linked gene sets across primary tumors with germline *BRCA1* pathological variants (*n* = 18; indicated “*BRCA1* germline”) or luminal A tumors (*n* = 234). The asterisks indicate significant difference (Wilcoxon test; **p =  0.002).

The risk-linked gene sets included four associated with *BRCA1* expression profiles or mutational status (Supplementary Data 1a). To assess this connection further, we computed the expression scores of the 673 identified sets across primary breast tumors of The Cancer Genome Atlas (TCGA)^17^, and determined their correlations with *BRCA1* and genes coding for functional interactors of BRCA1^18^. The resulting 673 sets-*BRCA1*/BRCA1-interactor correlations were found to be significantly greater than those of 673 sets-random genes (Fig. 1d and Supplementary Data 3a, b). This suggests that diverse biological alterations underlie *BRCA1*-associated breast cancer risk, but a substantial fraction of this basis could be linked to *BRCA1* and BRCA1-interactor profiles.

HMMR is functionally connected to BRCA1^10^. BRCA1 and HMMR interact to regulate microtubule structures involved in the correct apicobasal polarization of mammary epithelial cells^11^. Common genetic variation in *HMMR* was proposed to be associated with breast cancer risk in carriers of pathological variants in *BRCA1*, but not in *BRCA2*^11,12^. This association was identified from the results of the variant rs299290 (T > C; minor allele frequency = 0.25), which was not significant at the genome-wide level, but nominally significant in two study phases^12,14,19^ (combined log-relative risk effect = 0.044, *p* = 0.001). *BRCA1* and *HMMR* were identified in 49 (7.3%) and 17 (2.5%) of the 673 risk-linked gene sets, respectively, and six sets were found to be shared (hypergeometric test *p* = 7.3 × 10^−4^; Supplementary Data 4). We then assessed the expression correlation between *HMMR* and each of the 673 sets across TCGA primary tumors, and detected a subset of positive coefficients (Fig. 1e and Supplementary Data 5a). The correlations between *HMMR* and the 673 sets were significantly different between tumors originating from germline *BRCA1* pathological variants and luminal A (ERα-positive) tumors (Fig. 1f and Supplementary Data 5b). Therefore, *HMMR* expression in breast tumors correlates with gene sets predicted to influence *BRCA1*-associated breast cancer risk. However, the modifier effect of *HMMR* is not understood, but might include biological processes predicted by the risk-linked gene sets.

### Relative overexpression of *HMMR* may underpin a *BRCA1*-modifier effect

The *HMMR* rs299290 variant corresponds to a predicted non-deleterious Val368Ala change (Ensembl protein ENSP00000351554). Examination of data from the Genotype-Tissue Expression (GTEx)^20^ project indicated that rs299290 is an expression-quantitative locus (eQTL) for *HMMR*. The rs299290 minor allele (C) is associated with *HMMR* overexpression in several tissue types, including normal breast (Supplementary Fig. 1a). Analysis of TCGA breast cancer data confirmed that rs299290 is an *HMMR* eQTL (Fig. 2a). Intriguingly, although the eQTL effect was found to be similar across breast cancer subtypes (Supplementary Fig. 1b), basal-like tumors harboring the rs299290-TC and rs299290-CC genotypes were found to be specifically associated with poorer prognosis (Fig. 2b and Supplementary Fig. 2). Pan-cancer analysis further established rs299290 as an *HMMR* eQTL and revealed the rs299290-CC genotype to be frequently associated with features of genomic instability (Supplementary Fig. 3). *HMMR* expression in breast tumors was also found to be positively correlated with risk-linked gene sets involved in the DNA damage response (Supplementary Data 5a).

**Fig. 2:**
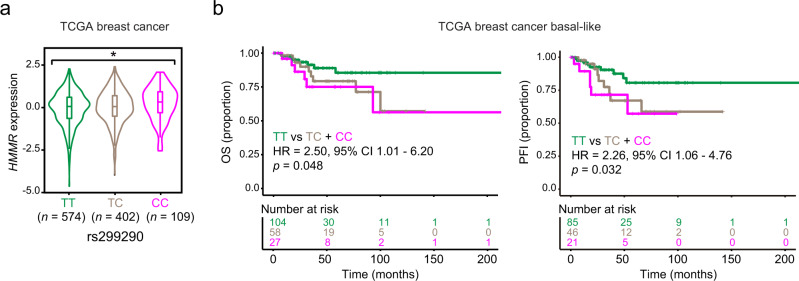
rs299290 is a breast cancer *HMMR* eQTL and is associated with the outcome of basal-like cases. **a** Violin plot of *HMMR* expression in TCGA primary breast tumors according to rs299290 genotype (color-coded). In the box plots inside violin plots the horizontal lines represent the sample medians, the boxes extend from first to third quartile, and the whiskers indicate values at 1.5 times the interquartile range. The number of tumors of each genotype is indicated. One-way ANOVA; *p = 0.033. **b** Kaplan–Meier plots showing the association between overall survival (OS; left panel) or progression-free interval (PFI; right panel) and rs299290 in basal-like breast cancer. The hazard ratio (HR), 95% CI, and log-rank *p* value between cases with rs299290-TT and TC + CC genotypes are shown. The number of patients at risk at each time point are also indicated.

### Conditional overexpression of *HMMR* in mouse mammary epithelium increases *Brca1*-mutant tumorigenesis

The cumulative evidence presented above suggested that *HMMR* overexpression increases *BRCA1*-associated breast cancer risk by further perturbing foundational process(es) that are altered in this type of cancer. To test this, we generated a Cre/*loxP*-dependent mouse model with the human *HMMR* full-length coding sequence cloned downstream from a *loxP*-STOP*-loxP* cassette in the *Rosa26* locus. To induce *HMMR* expression, we chose to use the β-lactoglobulin promoter-*Cre* (*Blg-Cre*) transgene. Maximum allele recombination by *Blg*-driven Cre occurs after two pregnancies^21^ and, importantly, *Blg*-Cre-driven loss of *Brca1* in mammary cells gives rise to tumors that phenocopy *BRCA1*-associated breast cancer^22^. Recombination of the *loxP*-STOP*-loxP* cassette was confirmed by targeted polymerase chain reactions (PCRs) in DNA extracted from mammary tissue of monoallelic and biallelic *HMMR* transgenic (*HMMR*^*Tg/*+^ and *HMMR*^*Tg/Tg*^, respectively) parous mice, and was not observed in matched liver tissue samples (Supplementary Fig. 4a). Transduction of a Cre-expressing vector in primary fibroblast from these mice demonstrated transgene- and dose-dependent overexpression of human HMMR (Supplementary Fig. 4b). The level of HMMR expression mediated by the transgene was lower than that observed in MCF7 (ERα-positive) breast cancer cells (Supplementary Fig. 4b). Similar Cre-transduction assays in primary cultures of mouse mammary epithelial cells (MECs) also overexpressed HMMR, as quantified by immunofluorescence analyses (Supplementary Fig. 4c). However, *Blg-*Cre-driven HMMR overexpression in mammary glands did not prompt tumor development or cause atypical epithelial structures to appear (Supplementary Fig. 5) in virgin and parous mice followed for at least 47 weeks: *Blg-Cre;HMMR*^*Tg/*+^, virgin *n* = 20 and parous *n* = 24; *Blg-Cre;HMMR*^*Tg/Tg*^, virgin *n* = 25 and parous *n* = 25; and including controls *HMMR*^*Tg/*+^ parous *n* = 3, and *HMMR*^*Tg/Tg*^ parous *n* = 3.

To test the predicted *BRCA1*-modifier effect by *HMMR* overexpression, mice carrying the *HMMR* transgene were crossed with *Blg-Cre;Brca1*^*f/f*(exons 22–24)^*;Trp53*^*+/−*^ mice^21,22^ and the following mixed-background parous groups were monitored for mammary tumorigenesis: *Blg-Cre;HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^*;Trp53*^*+/−*^ *n* = 25; *Blg-Cre;HMMR*^*Tg/*+^;*Brca1*^*f/f*^*;Trp53*^*+/−*^ *n* = 25; and *Blg-Cre;Brca1*^*f/f*^*;Trp53*^*+/−*^ *n* = 27. Mice were genotyped using PCRs (Supplementary Fig. 6), and the ectopic expression of *HMMR*, and downregulation of *Brca1* and *Trp53* expression in developed tumors relative to control tissue were confirmed by semi-quantitative reverse-transcriptase PCR (qRT-PCR) assays (Supplementary Fig. 7).

Consistent with the original studies^21,22^, parous *Blg-Cre;Brca1*^*f/f*^*;Trp53*^*+/−*^ mice showed an incidence of mammary tumor of 59.3% (16/27) with a mean latency of 36.8 weeks (95% CI, 31.8–41.7 weeks). Notably, induction of one *HMMR* transgene allele increased the tumor incidence to 72.0% (18/25) and reduced latency to 29.5 weeks (95% CI, 25.6–33.4 weeks); and induction of the two *HMMR* transgene alleles further increased tumor incidence to 80.0% (20/25) and reduced latency to 25.5 weeks (95% CI, 21.3–29.8 weeks; log-rank *p* = 0.0038; Fig. 3a). The effect size of one and two transgene alleles of *HMMR* were: hazard ratio (HR) = 2.32 (95% CI, 1.13–4.75; *p* = 0.021) and 3.34 (95% CI, 1.66–6.70; *p* = 0.0007), respectively. Including the covariates of tumor metaplasia, mitotic rate, and keratin 8 and/or 14 positivity (subsequent section), the *HMMR*^*Tg/+*^ and *HMMR*^*Tg/Tg*^ effect estimates on *Brca1*-mutant tumorigenesis yielded similar results: HR = 2.32 (95% CI, 0.97–5.53; *p* = 0.058) and 4.46 (95% CI, 1.72–11.56; *p* = 0.002), respectively. Probe-based quantification showed approximately 1.3-fold and 2.4-fold overexpression of human *HMMR* relative to endogenous *Hmmr* in developed tumors with the *HMMR*^*Tg/*+^ and *HMMR*^*Tg/Tg*^ genotypes, respectively, and about 1.9-fold and 2.1-fold overexpression in the analogous settings of mammary glands prior to tumor detection (Supplementary Fig. 8). These data indicate that a relatively modest rise in the level of HMMR expression in mammary epithelial cells increases the penetrance of *Brca1*-mutant mammary tumors, which parallels the association of the rs299290-C eQTL with an increased risk of *BRCA1*-associated breast cancer.

**Fig. 3:**
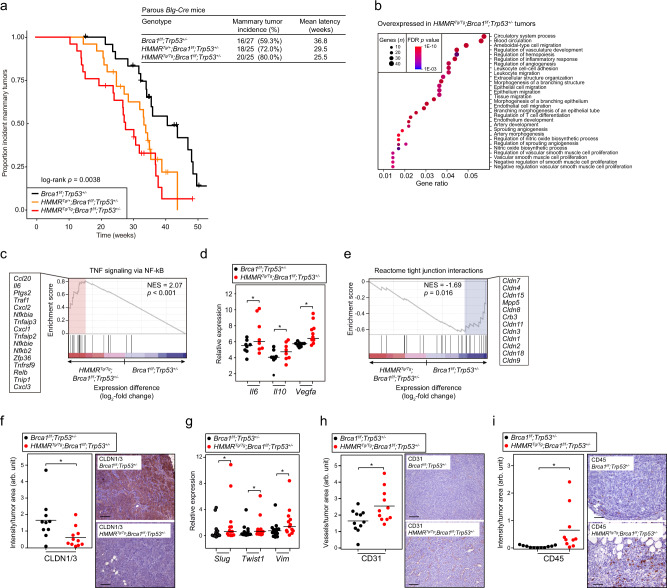
*HMMR* overexpression increases *Brca1*-mutant mammary tumorigenesis, and modifies the cancer cell phenotype and tumor microenvironment. **a** Left panel, Kaplan–Meier curves of mammary tumor incidence in mice divided into three genotype groups that differ by *HMMR* transgene status, as depicted in the inset. All mice were carriers of *Blg-Cre*, whose expression was induced by two rounds of pregnancy. Right top panel, table with details of the number of animals studied of each genotype, incidence of tumors, and mean latency. **b** Overrepresented (false discovery rate (FDR) < 1%; gene set size and FDR value color-coded) GO terms in genes overexpressed in *HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/−*^ relative to *Brca1*^*f/f*^;*Trp53*^*+/−*^ tumors. **c** Gene Set Enrichment Analysis (GSEA) results showing overexpression of the “TNF signaling via NF-κB” gene set in *HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/−*^ tumors. GSEA was applied adopting standard parameters and using the pre-ranked expression differences (log_2_-fold change) between the two tumor sets; the normalized enrichment score (NES) and associated probability (Kolmogorov-Smirnov statistic and x1000 permutation test) are shown. The red rectangle indicates the overexpressed leading edge, and the corresponding gene names are depicted. **d** Overexpression of *Il6*, *Il10*, and *Vegfa* in *HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/−*^ tumors (inset, color-coded) corroborated by semi-qRT-PCR assays. One-tailed Student’s unpaired-samples *t* test; *p = 0.035 (*Il6*), 0.045 (*Il10*), and 0.013 (*Vegfa*). Horizontal lines depict the average tumor values (*n* = 2 experiments). **e** GSEA results showing underexpression (Kolmogorov-Smirnov statistic and x1000 permutation test) of genes coding for tight-junction proteins (Reactome pathway) in *HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/−*^ tumors. **f** Quantification of CLDN1/3 expression by immunohistochemistry assays and representative images of tumor staining in defined groups. Arbitrary units (arb. unit). One-tailed Student’s unpaired-samples *t* test; *p = 0.011. Scale bar **=** 100 μm. **g** Overexpression of *Slug*, *Twist1*, and *Vim* in *HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/−*^ tumors. One-tailed Student’s unpaired-samples *t* test; *p = 0.045 (*Slug*), 0.033 (*Twist1*), and 0.045 (*Vim*). Horizontal lines depict the average tumor values (*n* = 2 experiments). **h**, **i** Quantification (arb. units) of CD31 and CD45 by immunohistochemistry assays, and representative images of tumor staining in defined groups. One-tailed Student’s unpaired-samples *t* test; *p = 0.013 (CD31) and *p = 0.011 (CD45). Scale bar = 100 μm.

### Conditional overexpression of *HMMR* in mouse mammary epithelium influences *Brca1*-mutant tumor features

The tumors that originated in the three surveyed groups of *Brca1*-mutant mice (Fig. 3a) were commonly classified as high grade and several showed metaplastic features, as expected^21^ (Supplementary Fig. 9 and Supplementary Data 6). All analyzed tumors were found to be ERα-negative, negative for or weakly expressing keratin 8, and keratin 14-positive (Supplementary Fig. 10 and Supplementary Data 6), similar to breast tumors that tend to arise in carriers of *BRCA1* pathological variants. Next, four *HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^*;Trp53*^*+/−*^ and four *Brca1*^*f/f*^*;Trp53*^*+/−*^ tumors with a similar average time at diagnosis (31 and 32 weeks post-induction, respectively) were subjected to RNA sequencing (RNA-seq), and the transcriptome profiles of the two groups compared. Analysis of Gene Ontology (GO) terms showed that tumors with the *HMMR*^*Tg/Tg*^ genotype overexpressed genes linked to angiogenesis and the immune system, among other related biological processes (Fig. 3b). Gene set-based analysis identified “TNF signaling via NF-κB”, which corresponded to gene targets of NF-κB downstream of TNF signaling^23^, as the most overexpressed set in *HMMR*^*Tg/Tg*^ tumors (Fig. 3c and Supplementary Table 1a). The overexpression of interleukin-6 and interleukin-10 (*Il6/10*) genes in this set, and of the angiogenic factor *Vefga*, was verified by qRT-PCRs (Fig. 3d). These observations extended the initial GWAS-predictions of immune-related gene sets associated with *BRCA1*-associated breast cancer risk, which included the identification of a set corresponding to TNF targets upon radiation^24^ (Supplementary Data 1a).

Analysis of gene sets significantly underexpressed in *HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^*;Trp53*^*+/−*^ relative to *Brca1*^*f/f*^*;Trp53*^*+/−*^ tumors identified the “Reactome tight junction interactions” pathway (Fig. 3e and Supplementary Table 1b). Immunohistochemical assays confirmed underexpression of the claudin-1/3 (CLDN1/3) tight junction proteins in tumors with the *HMMR*^*Tg/Tg*^ genotype (Fig. 3f). In turn, these tumors overexpressed the mesenchymal markers *Slug*, *Twist1*, and *Vim* (Fig. 3g). Then, quantification of tumor vessels and immune cell infiltration by CD31 and CD45 staining, respectively, revealed significantly higher contents in *HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^*;Trp53*^*+/-*^ than in *Brca1*^*f/f*^*;Trp53*^*+/−*^ tumors (Fig. 3h, i). Thus, tumors with the *HMMR*^*Tg/Tg*^ genotype display features of basal-like and claudin-low breast cancers, such as ERα negativity, high levels of angiogenesis, TNF-NF-κB signaling, immune cell infiltration, and epithelial-to-mesenchymal (EMT) characteristics^25^. Indeed, these murine tumors displayed gene expression signatures that were positively associated with the immunomodulatory and mesenchymal-like classes of human triple-negative breast cancers^26^ (Supplementary Fig. 11), implicating cross-species dysregulation of foundational pathways that modify the tumor microenvironment and cancer-cell phenotype.

### Overexpression of *HMMR* increases *Brca1*-mutant genomic instability that connects to mesenchymal and inflammatory features

To further decipher the cellular changes mediated by *HMMR* overexpression, we studied MECs dissociated from tissues taken from 6-week-old virgin *Blg-Cre;HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^*;Trp53*^*+/−*^ and *Blg-Cre;Brca1*^*f/f*^*;Trp53*^*+/−*^ mice. As Cre-mediated recombination events are absent at this time, the cells were transduced with lentivirus expressing EGFP-only or EGFP-Cre, sorted 24 h post-transduction, and their phenotypic alterations assessed in colony-forming cell (CFC) assays. Cre-driven HMMR overexpression and BRCA1 underexpression were confirmed by immunofluorescence analysis on day 5 (Supplementary Fig. 4c, d). The CFC assays generally produced colonies with epithelial characteristics, comprised of densely packed cells expressing CLDN1 and zonula occludens (ZO-1) markers, but sparse, vimentin (VIM)-positive colonies with EMT features could also be identified (Supplementary Fig. 12a–c). We observed that colony output was significantly reduced, but EMT colonies were more frequently found in both CFC-assay genotypes incorporating Cre expression (Fig. 4a). In addition, we observed that Cre expression produced colonies composed of cells with larger, relatively more variably shaped nuclei, and that HMMR overexpression significantly exacerbated these nuclear alterations (Fig. 4b and Supplementary Fig. 12d). Detailed examination of the nuclear architecture showed that colonies with HMMR overexpression also had more frequent nuclear budding and micronuclei (Fig. 4c and Supplementary Fig. 12d), which were found to localize the cyclic GMP-AMP synthase (cGAS) (Fig. 4d), a cytosolic sensor of double-stranded DNA that fosters inflammatory gene expression^27–30^. This signaling was also linked to *BRCA1*-associated breast cancer risk with the identification of cGAS-stimulator of interferon genes (STING) and innate immune system-related gene sets in the analysis of the GWAS results (Supplementary Data 1a).

**Fig. 4:**
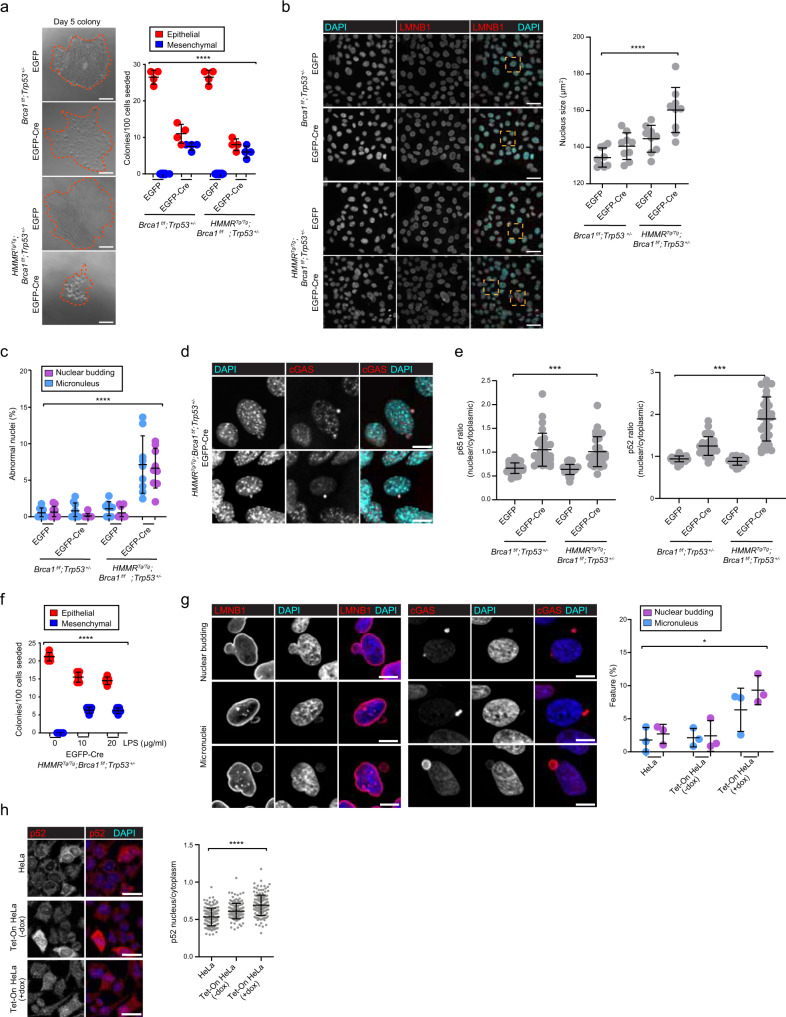
BRCA1 loss and HMMR overexpression alters the epithelial cell phenotype and nuclear structure, prompting genomic instability and p52 nuclear expression. **a** Left panel, bright-field images of day 5 CFC derived from *Blg-Cre*;*Brca1*^*f/f*^;*Trp53*^*+/−*^ and *Blg-Cre*;*HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/−*^ MECs transduced with EGFP-empty or EGFP-Cre lentivirus. Scale bar = 100 μm. Right panel, colony output and colony phenotype in day 5 CFC (inset, color-coded; mean ± standard error of the mean (s.e.m.) from *n* = 4 wells; *n* = 2 experiments; *n* = 100 cells/well). One-way ANOVA; ****p < 0.0001. **b** Left panels, lamin B1 **(**LMNB1) detection and/or 4ʹ,6-diamidino-2-phenylindole (DAPI) showing nuclei and nuclear lamina architecture in subconfluent MEC cultures. Scale bar = 40 μm. Right panels, quantification of nucleus size (μm^2^; mean ± standard deviation (s.d.) from *n* = 9 frames; *n* = 3 experiments; >125 cells/experiment). One-way ANOVA; ****p < 0.0001. **c** Frequency of micronucleus and nuclear blebbing in day 5 colonies (mean ± s.e.m. from *n* = 6 wells; *n* = 3 experiments; >125 cells/experiment). One-way ANOVA; ****p < 0.0001. **d** cGAS-positive micronuclei in *Blg-Cre*;*HMMR*^*Tg/Tg*^;*Brca1*^*f****/****f*^;*Trp53*^*+/−*^ MECs transduced with EGFP-Cre lentivirus. Scale bar = 10 μm. **e** Ratio (nucleus/cytoplasm) of p65 and p52 intensity in day 5 colonies (mean ± s.d. from *n* = 30 cells; *n* = 2 experiments). One-way ANOVA; ***p = 0.001. **f** Colony phenotype of *Blg-Cre*;*HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/****−***^ EGFP-empty MECs treated with LPS during colony formation (mean ± s.e.m. from *n* = 6 wells; *n* = 3 experiments; 100 cells seeded per well). One-way ANOVA; ***p = 0.001. **g** Nucleus budding and micronuclei (LMNB1, left panel), and micronuclei (cGAS, middle panel) detection in HeLa cells overexpressing HMMR. Scale bar = 10 μm. Right panel, percentage of cells displaying nucleus budding or micronuclei (mean ± s.d. from *n* = 3 experiments with 105-242-253 (HeLa); 151-183-208 (Tet-On -dox); and 147-155-176 (Tet-On +dox) cells). One-way ANOVA; *p = 0.014. **h** Left panels, p52 nuclear/cytoplasm localization in analyzed cell settings. Scale bar = 30 μm. Right panel, p52 nuclear/cytoplasm ratio (mean ± s.d. from *n* = 3 experiments consisting of 150 (HeLa), 150 (-dox), and 150 (+dox) cells). One-way ANOVA; ****p < 0.0001.

Activation of cGAS-STING by genomic instability and micronuclei^27–30^ can trigger canonical and non-canonical NF-κB signaling^31,32^, and promote EMT^31^ and tumorigenesis^33^. High levels of activity of these pathways have been identified in basal-like and claudin-low breast cancers^34^. We observed that loss of BRCA1 in non-transformed MECs activated both NF-κB pathways, as measured by nuclear p65/RELA and p52/NF-κB2 staining, respectively, and HMMR overexpression further boosted non-canonical NF-κB signaling (Fig. 4e and Supplementary Fig. 13). Analysis of gene sets corresponding to curated RELB:p52 and RELA:p50 targets revealed significant overexpression of the former set in *HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^*;Trp53*^*+/−*^ tumors (Supplementary Fig. 14). We then tested whether activation of NF-κB signaling was sufficient to favor an EMT phenotype in EGFP-transduced (control) *Blg-Cre;HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^*;Trp53*^*+/−*^ MECs. Induction of EMT was clear in colonies exposed to lipopolysaccharide (LPS) and this transition occurred without reduced colony output (Fig. 4f). Therefore, HMMR overexpression in MECs augments *Brca1*-mutant genomic instability, and this alteration may foster EMT and non-canonical NF-κB signaling, which are also initially promoted by *Brca1* mutation.

### Overexpression of *HMMR* disrupts cortical localization of ARPC2

Micronuclei can originate from abnormal cell division^35^. To precisely assess the impact of HMMR overexpression on cell division, we used HeLa cells engineered to express GFP-HMMR upon exposure to doxycycline (dox, Tet-On system)^36^ (Supplementary Fig. 15a). Doxycycline exposure roughly doubled HMMR expression, which resulted in a significant delay in metaphase progression and mitotic spindles that frequently misoriented with respect to the dividing cell’s long axis (Supplementary Fig. 15a–d). Similar to Cre-transduced *HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^*;Trp53*^*+/−*^ MECs, HeLa cells overexpressing HMMR showed a substantial increase in the frequency of nucleus budding and cGAS-positive micronuclei (Fig. 4g), and of the level of activation of NF-κB signaling, as detected by p52 staining (Fig. 4h). Imaging mitosis and progeny cells mechanistically connected HMMR overexpression with extensive blebbing during anaphase, and asymmetrical cell sizes and genome instability in resultant daughter cells (Supplementary Fig. 16). Consistent with this, pronounced membrane elongation events were commonly observed during anaphase (Fig. 5a), and daughter cell sizes were frequently unequal in HeLa cells overexpressing HMMR (Fig. 5b). Therefore, HMMR overexpression disrupts mitotic cortex integrity, which causes micronucleation in the progeny cells.

**Fig. 5:**
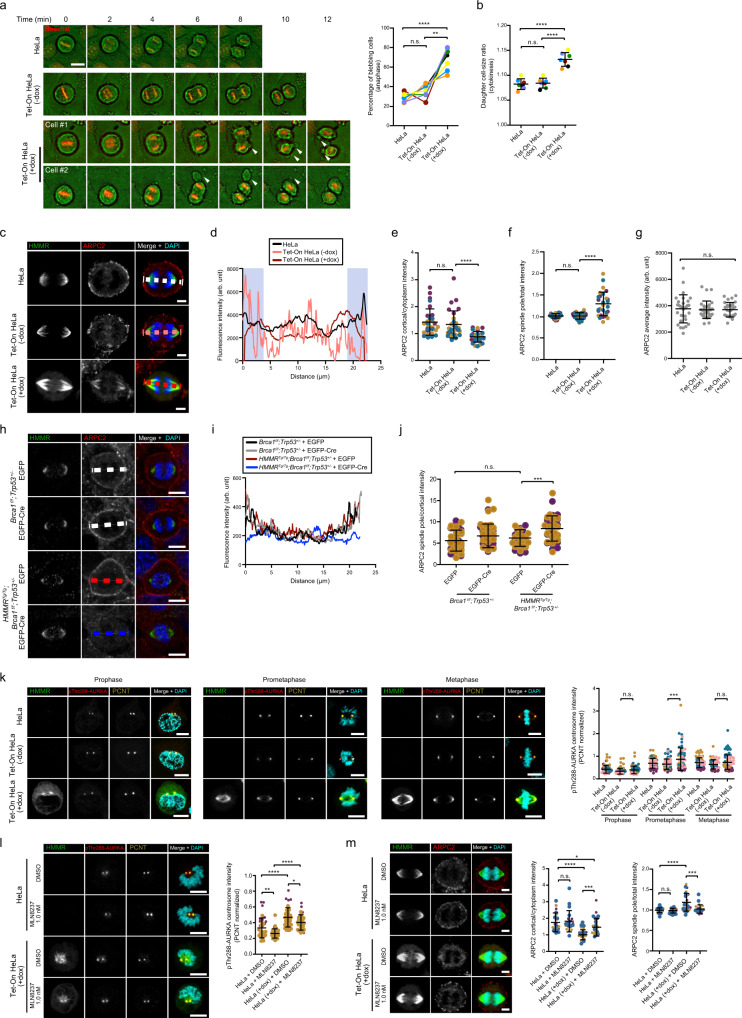
HMMR overexpression decreases ARPC2 cortical localization and activates AURKA. **a** Left panel, mitotic time-lapse analysis of parental and Tet-On (-dox or +dox) HeLa (arrowheads indicate membrane blebs). Scale bar = 20 μm. Right panel, quantification of anaphase blebs (mean ± s.d.; *n* = 7 experiments (color-coded)). Two-tailed Student’s paired (**p = 0.002) or unpaired (****p < 0.0001) *t* test. Not significant (n.s.). **b** Daughter cell size ratio (mean ± s.d.; *n* = 7 experiments; *n* = 175 cells/setting). Two-tailed Student’s paired-sample *t* test; ****p < 0.0001. **c** HMMR and ARPC2 detection in anaphase HeLa cells. Color-coded dashed lines indicate the measurement of the corresponding profiles in subsequent panel. Scale bar = 5 μm. **d** Intensity profile (arb. units) across dashed lines. The blue-shaded areas mark 3 μm distance from the cortex. **e** ARPC2 cortical/cytoplasm intensity in anaphase (blue-shaded/non-shaded ratio; mean ± s.d.; *n* = 3 experiments; *n* = 30 cells/setting, likewise in (**f**) and (**g**)). Two-tailed Student’s paired-samples *t* test; ****p < 0.0001. **f** ARPC2 spindle pole/total in anaphase (integrated intensity/area). **g** ARPC2 total intensity (arb. units) in anaphase. **h** HMMR and ARPC2 detection in MECs. Scale bar = 10 μm. **i** Anaphase intensity (arb. units) across dashed lines in (**h**). **j** ARPC2 spindle pole/cortical ratio in MECs (mean ± s.d.; *n* = 2 experiments; *n* = 40 cells/setting). Two-tailed Student’s paired-samples *t* test; ***p = 0.0001. **k** HMMR, pThr288-AURKA, and PCTN detection in HeLa settings. Right panel, pThr288-AURKA centrosomal intensity (mean ± s.d.; *n* = 4 experiments). Two-tailed Student’s paired-samples *t* test; ***p = 0.0001. Scale bar = 10 μm. **l** Left panels, markers detected in HeLa exposed to DMSO or AURKA inhibitor. Right panel, pThr288-AURKA intensity differences (mean ± s.d.; *n* = 2 experiments). Two-tailed Student’s paired-samples *t* test; *p =  0.036, **p =  0.006, and ****p <  0.0001. **m** Left panels, HMMR and ARPC2 detection in HeLa exposed to DMSO or AURKA inhibitor. Middle-right panels, ARPC2 cortical/cytoplasm and spindle pole/total ratios (mean ± s.d.; *n* = 3 experiments). Two-tailed Student’s paired-samples *t* test; *p =  0.021, ***p =  0.0004 (cortical), ***p =  0.0007 (spindle), and ****p <  0.0001.

Immunoprecipitation-mass spectrometry (IP-MS) assays targeting HMMR in M-phase synchronized HeLa cells were performed to discover mitotic mechanisms related to cell cortex stability. Proteins known to interact with HMMR, including CALML5, CHICA, and DYNLL1, were identified in these assays (Supplementary Fig. 17). The assays also suggested the existence of HMMR complexes containing actin-binding proteins, including ACTR3 —a major constituent of the ARP2/3 complex— and the non-muscle myosins MYH10 and MYO18A (Supplementary Fig. 17). Actomyosin contractility near spindle poles protects against aneuploidy^37^, and ARP2/3 localization at the periphery of cells contributes to mitotic cortical stability^38^. Therefore, we analyzed the cortical localization of ARP2/3, through its subunit ARPC2, and MYH10 and related MYH09 during anaphase in HeLa cells overexpressing HMMR. The localization of non-muscle myosins was not altered (Supplementary Fig. 18), but the degree of cortical retention of the ARP2/3-member ARPC2 was significantly lower in anaphase cells overexpressing HMMR (Fig. 5c–e). ARP2/3 tunes centrosome microtubules during anaphase^39^, and ARPC2 transiently located to pericentrin-positive anaphase spindle poles, as expected (Supplementary Fig. 19a–c); however, overexpression of HMMR prematurely recruited ARPC2 to the spindle in prometaphase (Supplementary Fig. 19d, e) and, in anaphase, ARPC2 colocalized with HMMR-decorated mitotic spindles, concurrently with the less frequent localization in the cortex (Fig. 5e–g). Analogously, ARPC2 cortical localization was diminished, and spindle pole localization was boosted in Cre-expressing *HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^*;Trp53*^*+/−*^ MECs (Fig. 5h–j).

### Disruption of ARPC2 cortical localization is mediated by AURKA-HMMR

HMMR binds to microtubule and actin filaments in vitro and in cells^40^, and published evidence recognizes four interactors shared between HMMR and ARPC2 (AURKA, LRRK2, NDC80, and PRKACA)^18^. Endogenous co-immunoprecipitation assays of HMMR in HeLa cells did not detect an association with the major constituent of the ARP2/3 complex, ACTR3 (Supplementary Fig. 20), which suggests that a putative interaction may be indirect and/or spatiotemporally restricted at the mitotic spindle poles. Analysis of ARPC2 localization during mitosis confirmed restricted recruitment to the spindle poles during metaphase-anaphase, with HMMR overexpression prompting earlier recruitment, at prophase-prometaphase (Supplementary Figs. 19 and 21). Then, to test for a mechanism linking HMMR overexpression and ARPC2 localization at the spindle poles, we examined the consequences of inhibiting mitotic kinases whose activity is known to be promoted by HMMR expression: AURKA^41,42^, CSNK1A1^43^, and PLK1^36^. Inhibition of AURKA with 1 nM MLN8237 was able to normalize both mitotic blebbing and daughter cell size in HeLa cells overexpressing HMMR, but these phenotypic normalizations were not observed with inhibition of CSNK1A1 or PLK1 (Supplementary Fig. 22). In addition, evaluation of AURKA activity, as measured by pThr288-AURKA signal intensity at mitotic pericentrin (PCTN)-positive centrosomes, revealed overactivation in HeLa cells overexpressing HMMR (Fig. 5k). Moreover, exposure to 1 nM MLN8237 reduced pThr288-AURKA intensity (Fig. 5l), and reduced spindle pole localization, while normalized cortical localization of ARPC2 (Fig. 5m). These observations are consistent with frequent overexpression of AURKA and HMMR in *BRCA1*-mutant breast cancer cell lines and tumors^10,11^, and suggest that abnormal earlier localization of ARPC2 at mitotic spindle poles is mediated by overexpression of HMMR that triggers AURKA overactivation.

### Altered cell division and immune microenvironment changes in premalignant tissue

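RNA from contralateral mammary tissue was measured in 3 Blg-Cre;Brca1f/f;Trp53+/− mice, here called control mice (mice 1, 2 and 3). It was also measured in 4 Blg-Cre;HMMRTg/Tg;Brca1f/f;Trp53+/− mice, here called HMMRTg/Tg mice (mice 7, 8, 9 and 11). Contralateral tissue is the mammary gland on the side without the tumor. The Cre driver is active in mammary epithelium during lactation, and the transgene is the human HMMR coding sequence in the mouse Rosa26 locus. Mouse Hmmr was read at 2.97 ± 1.37 RPM (SD, n = 3) in control mice and at 8.05 ± 4.60 RPM (SD, n = 4) in HMMRTg/Tg mice. Its log2 fold change was 1.07 (standard error 0.50, adjusted p = 0.533 from limma), and mouse 9, at 2.43 RPM, lay within the range of the control mice. The panel is designed on mouse genes, and whether this amplicon also reads the human transgene was not tested, so these values do not check the labels. Brca1, deleted in the epithelium of both groups, was read at 0.936 ± 0.351 RPM (SD, n = 3) and 2.65 ± 0.998 RPM (SD, n = 4) (log2 fold change 0.89, adjusted p = 0.431 from limma). Trp53, heterozygous in both, was read at 36.0 ± 9.18 RPM (SD, n = 3) and 28.7 ± 4.86 RPM (SD, n = 4) (log2 fold change −0.30, adjusted p = 0.73 from limma). Transcripts of skeletal muscle (26 markers) made up 0.427%, 1.33% and 0.223% of the reads in control mice 1, 2 and 3. They made up 0.00653% to 0.0174% in HMMRTg/Tg mice, without overlap (exact permutation test, two-sided, p = 0.0571). The test doubles the smaller tail, and this is the smallest p it can give for 3 mice against 4. RNA was extracted from paraffin sections and read with a panel of 1 amplicon per gene. The authors deposited 1 value per amplicon and mouse, named TPM. Each mouse's values sum to 1e6 and are whole multiples of the value of 1 read, so they are reads per 1e6 reads (RPM), and the reads behind them were recovered. Every value that stood for fewer than 1000 reads came out within 0.05 reads of a whole number (100% in each mouse). Total reads were 5532357, 9058247 and 8550876 in control mice 1, 2 and 3. They were 7808495, 9345914, 7820618 and 5976449 in HMMRTg/Tg mice 7, 8, 9 and 11 (exact permutation test, two-sided, p = 0.971). A count of 0 allows up to 3 reads, which is 0.321 to 0.542 RPM in these libraries, for counting error only. Differences were tested with limma on log2(RPM + 1) for the 13080 genes with at least 1 RPM in at least 3 mice. Fold changes are on that scale, which understates the change of genes with few reads.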

To assess the depicted alterations in the premalignant mammary state, contralateral tissue was collected at the time of incident tumors in *Blg-Cre;HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/−*^ and *Blg-Cre;Brca1*^*f/f*^;*Trp53*^*+/−*^ mice (*n* = 6 per parous group; average age at sacrifice of 45.6 and 49.3 weeks, respectively). Elevated expression of HMMR was confirmed in *Blg-Cre;HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/−*^ tissue (Supplementary Fig. 23). 

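Genes of cell division and chromosome segregation were higher as a group in contralateral tissue of HMMRTg/Tg mice than in control mice. Of 133 such genes, 122 were measured, and 114 of these had a positive log2 fold change, with a median of 0.83 beside 0.11 for all genes tested. Nuf2, a component of the kinetochore, was read at 5.67 ± 2.17 RPM (SD, n = 3) in control mice and at 29.4 ± 11.9 RPM (SD, n = 4) in HMMRTg/Tg mice. Its log2 fold change was 2.13 (standard error 0.41, adjusted p = 0.0635 from limma). Kif14, a kinesin of cytokinesis, had a log2 fold change of 1.70 (adjusted p = 0.107), Cdca5, a cohesin regulator, of 1.92 (adjusted p = 0.15) and Mad1l1, of the spindle checkpoint, of 0.96 (adjusted p = 0.149). Over all genes, 0 members were called by limma. At an unadjusted p under 0.05, 50 were higher and 0 lower, and 25 were higher and 0 lower when adjusted over the list alone. On the recovered reads, edgeR called 0 higher and 0 lower and DESeq2 18 and 0, among them in DESeq2 Nuf2 (adjusted p = 0.000152), Kif14 (0.00285) and Cdca5 (0.00254). Hjurp, the chaperone of the centromeric histone CENP-A, is outside the list and was higher over all genes. It was read at 17.1 ± 6.44 RPM (SD, n = 3) in control mice and at 81.1 ± 9.72 RPM (SD, n = 4) in HMMRTg/Tg mice, a log2 fold change of 2.23 (standard error 0.26, adjusted p = 0.00376 from limma). Hjurp did not follow the list in mouse 9. It was read there at 71.35 RPM, near the other HMMRTg/Tg mice (74.26 to 90.41 RPM), while that mouse's mean over the list lay within the control range. Hjurp lies on chromosome 1 of GRCm38.p6 from 88258856 to 88277644. Of the kinases that the paper studies with HMMR, Aurka had a log2 fold change of 0.87 (adjusted p = 0.59 from limma) and Plk1 of 0.83 (adjusted p = 0.361). Csnk1a1 had 0.18 (adjusted p = 0.933), which turned negative in edgeR (−0.14), in DESeq2 (−0.15), with the luminal score as a covariate (−0.10) and without mouse 1 (−0.52). Of 49 measured genes of DNA replication, 47 had a positive log2 fold change, with a median of 0.64. Mcm7, a subunit of the replicative helicase, had a log2 fold change of 1.07 and Orc6, of the origin recognition complex, of 1.06. In this list 0 genes were called over all genes and 0 when adjusted over the list alone, and at an unadjusted p under 0.05 limma gave 14 higher and 0 lower. For this list edgeR called 0 higher and 0 lower and DESeq2 2 and 0, with Mcm7 (adjusted p = 0.0195) and Orc6 (0.0326). A competitive gene set test (camera, preset correlation of 0.01, Benjamini-Hochberg over 30 lists) called both lists higher, with adjusted p = 2.36e-17 for cell division and 5.22e-08 for DNA replication. Neither was called with an estimated correlation (adjusted p = 0.84 for both). The mean of log2(RPM + 1) over the cell division list was 2.88 ± 0.32 (SD, n = 3) in control mice and 3.70 ± 0.48 (SD, n = 4) in HMMRTg/Tg mice. The groups overlapped, since mouse 9 was at 3.10 (exact permutation test, two-sided, p = 0.114). The list's median was 0.45 with the mean of luminal epithelial genes as a covariate and 0.36 with a pseudocount of 10, and camera called it in both runs. In the paper, this comparison serves to assess in tissue before malignancy the alterations described in cultured cells, and the paper states the result of the gene set analysis.

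**Figure D1:**
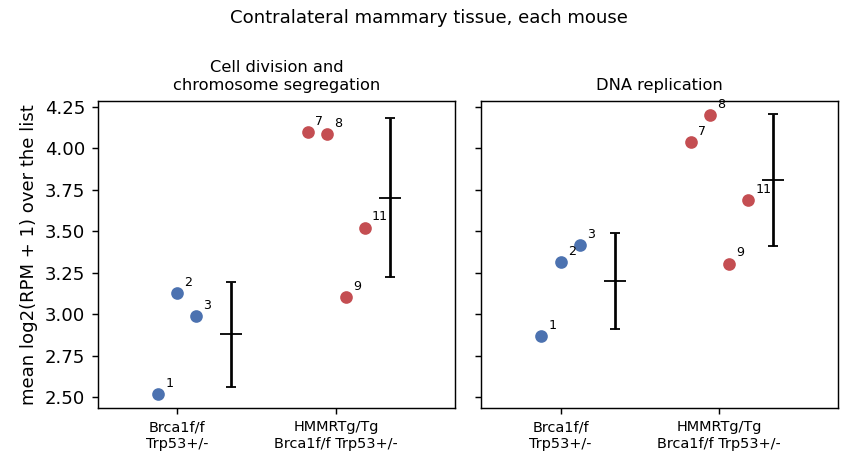
Mean log2(RPM + 1) over the cell division and chromosome segregation list (left) and the DNA replication list (right), 1 point per mouse, with the mouse number. Black marks are the mean and SD of each group, and mouse 9 lies within the range of the control mice in both plots.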

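Actin binding genes of the sarcomere and of muscle were lower as a group in HMMRTg/Tg mice than in control mice. Actin binding genes outside muscle were not called. Of 37 measured sarcomeric or muscle genes, 14 were lower and 0 higher at an adjusted p under 0.05 from limma, and 30 were lower when adjusted over the list alone. The median log2 fold change was −3.40. A negative log2 fold change was found for 34 of them and a positive one for 3, among these the smooth muscle genes Cnn1 (0.34) and Myh11 (0.41). Actn3, the actinin of fast muscle fibers, was read at 249 ± 169 RPM (SD, n = 3) in control mice and at 1.90 ± 1.26 RPM (SD, n = 4) in HMMRTg/Tg mice, a log2 fold change of −6.31 (standard error 0.48, adjusted p = 0.000463 from limma). Myh4, a myosin of fast fibers, had a log2 fold change of −8.09 (adjusted p = 0.00296), the giant sarcomeric protein Ttn of −6.10 (adjusted p = 0.00286) and the troponin Tnni2 of −6.08 (adjusted p = 0.00286). Skeletal muscle markers moved with these genes. Of 23 measured markers, 19 were lower over all genes and 23 when adjusted over the list alone, with a median of −5.15. Among them were the muscle enzymes Ckm, with a log2 fold change of −6.42 (adjusted p = 0.00071), and Pygm, with −4.55 (adjusted p = 0.00136), which are not structural proteins of the sarcomere. Of 153 measured actin binding genes outside muscle, 0 were higher and 0 lower over all genes, as when adjusted over the list alone (limma). At an unadjusted p under 0.05, 14 were higher and 1 lower, and the median was 0.11. In edgeR 0 were higher and 0 lower at an adjusted p under 0.05, and in DESeq2 0 and 0. Tagln2 (log2 fold change 0.93, adjusted p = 0.209), Myo5b (1.21, 0.225), Cgn (1.06, 0.243) and Cttn (0.86, 0.275) had the lowest unadjusted p of that list. The 10 genes of the ARP2/3 complex, which nucleates branched actin filaments, had a median of 0.06. Its subunits Arpc2 (log2 fold change 0.067, adjusted p = 0.955) and Actr3 (0.067, 0.952) turn negative with TMM factors, in edgeR and in DESeq2. Camera with the preset correlation called the sarcomeric list lower (adjusted p = 1.72e-47) and did not call the genes outside muscle (adjusted p = 0.283). Joined, the 190 measured genes of both lists were called lower (adjusted p = 0.00441), with a mean log2 fold change of −0.50 and a median of 0.058, which differ in sign. With an estimated correlation these calls did not hold (adjusted p = 0.221 for the sarcomeric list and 0.925 for the joined list). The sarcomeric median was −2.06 without mouse 2 and −1.49 with a pseudocount of 10, with camera's call kept in both.

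**Figure D2:**
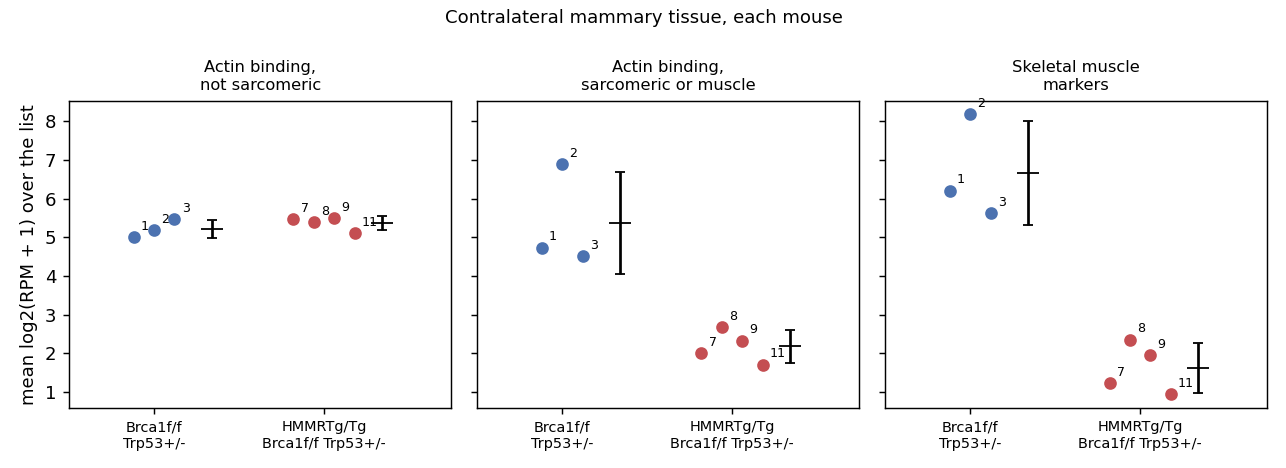
Mean log2(RPM + 1) over 3 gene lists, 1 point per mouse, with the mouse number, on 1 shared axis. Black marks are the mean and SD of each group. The sarcomeric list and the skeletal muscle markers are lower in all 4 HMMRTg/Tg mice than in any control mouse, and the actin binding genes outside muscle overlap between groups.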

Then, RNA-seq analysis revealed overexpression of gene sets involved in cell division and chromosome segregation (Supplementary Fig. 24a), and underexpression of actin binding-related gene sets (Supplementary Fig. 24b) in *Blg-Cre;HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/−*^ tissue. Mitotic cells were significantly more frequent in this setting (Supplementary Fig. 25a), but there was not a coincident increase in CCNB1-positive cells (Supplementary Fig. 25b), suggesting that delayed progression through mitosis may account for the increased mitotic figures. Importantly, the cortical localization of ARPC2 was significantly reduced in mitotic cells (Fig. 6a) and frequent alteration in nuclear size, elevated levels of cGAS-positive micronuclei, and elevated p52 expression were also observed in the epithelial cells of *Blg-Cre;HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/−*^ tissue (Fig. 6b–d), which are each consistent with the ex vivo studies of Cre-transduced primary MECs.

**Fig. 6:**
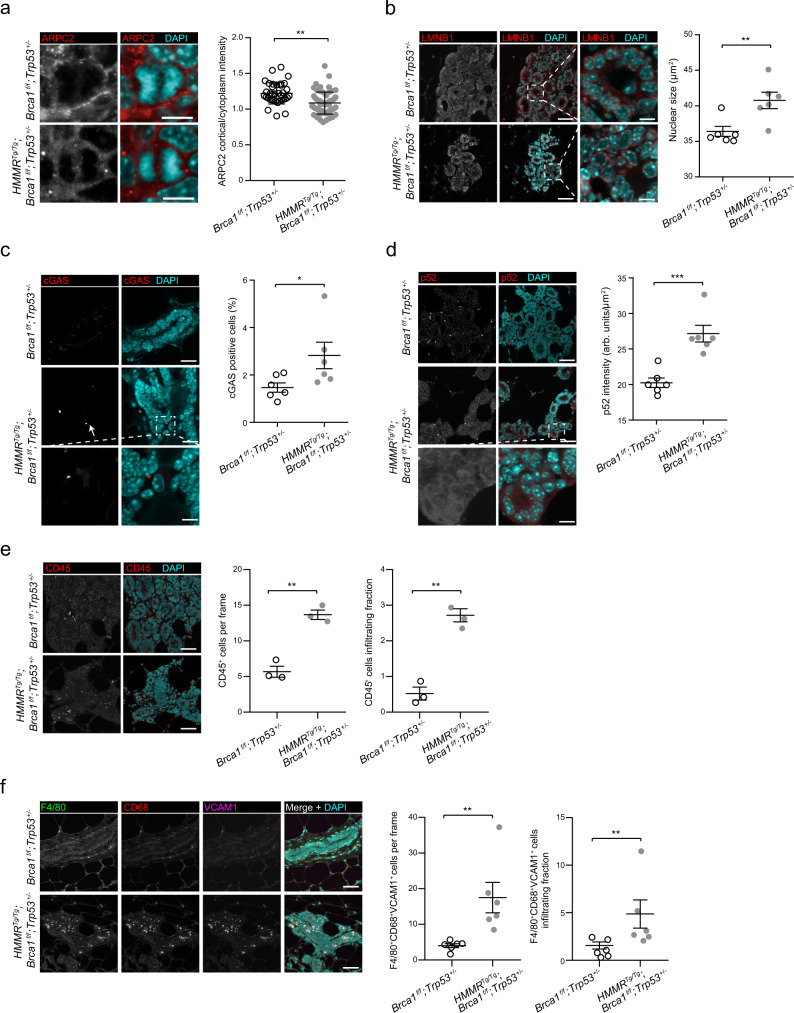
Detection of HMMR-mediated perturbations in premalignant mouse mammary tissue. **a** Cortical enrichment of ARPC2 in premalignant mammary epithelial cells. Mitotic cells (mean ± s.d.; *n* = 40 cells for *HMMR*^*Tg/Tg*^;*Brca1*^*fl/fl*^;*Trp53*^*+/−*^ + EGFP from six tissue; mean ± s.d.; *n* = 60 cells for *HMMR*^*Tg/Tg*^;*Brca1*^*fl/fl*^;*Trp53*^*+/−*^ + EGFP-Cre from four tissue) were analyzed in six mice per genotype. Scale bar = 10 μm. Two-tailed Student’s unpaired-samples *t* test; **p = 0.002. **b** Immunofluorescence analysis and quantitation of size of nuclei (μm^2^) in premalignant mammary epithelial cells from six mice per genotype, using LMNB1 staining (mean ± s.e.m.). Two-tailed Student’s unpaired-samples *t* test; **p = 0.009. Scale bar = 20 μm and 4 μm (zoom). **c** Immunofluorescence analysis and quantitation of cGAS positive staining in tissue from six mice per genotype (mean ± s.e.m.). Two-tailed Student’s unpaired-samples *t* test; *p = 0.046. Scale bar = 20 μm and 4 μm (zoom). **d** Immunofluorescence analysis and quantitation of p52 in premalignant mammary epithelial cells from six mice per genotype (arb. units/μm^2^; mean ± s.e.m.). Two-tailed Student’s unpaired-samples *t* test; ***p = 0.0005. Scale bar = 20 μm and 4 μm (zoom). **e** Immunofluorescence analysis and quantitation of CD45-positive (CD45^+^) cells in premalignant mammary tissue from three mice per genotype. CD45^+^ cells and those infiltrating the epithelial structures were measured per frame (mean ± s.e.m.; *n* = 3 frames per tissue; each frame >100 cells; *n* = 3 experiments). Two-tailed Student’s unpaired-samples *t* test; **p = 0.001 (per frame and infiltrating). Scale bar = 20 μm. **f** Immunofluorescence and quantitation of F4/80^+^CD68^+^VCAM1^+^ macrophages in premalignant mammary tissue from six mice per genotype (mean ± s.e.m.; *n* = 10 frames per tissue; each frame >100 cells; *n* = 2 experiments). Two-tailed Student’s unpaired-samples *t* test; **p = 0.002 (per frame) and **p = 0.009 (infiltrating). Scale bar = 20 μm.

A recent study of single-cell RNA-seq profiles across premalignant mammary stages in *Blg-Cre;Brca1*^*f/f*^*;Trp53*^*+/−*^ mice has revealed pro-tumorigenic cell and tissue microenvironment changes^44^, reminiscent of our observation of enhanced immune cell infiltration in tumors with the *HMMR*^*Tg/Tg*^ genotype. Analyzing these profiles, we found significant overexpression of endogenous *Hmmr* through premalignant stages (Supplementary Fig. 26a). Moreover, the pathways of “TNF signaling via NF-κB” and “KEGG cytosolic DNA sensing” were also found to be overexpressed in this setting (Supplementary Fig. 26b). In turn, “Reactome tight junction interactions” significantly decreased during the premalignant stages, including in luminal progenitors (Supplementary Fig. 26b, c).

Having observed the single-cell RNA-seq profiles, we then analyzed the expression of immune response genes in ex vivo assays of MECs from *Blg-Cre*;*HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/−*^ and *Blg-Cre*;*Brca1*^*f/f*^;*Trp53*^*+/−*^ mice. The MECs overexpressing HMMR showed a higher level of expression of genes of the NF-κB and TNF pathways, as well as of macrophage colony-stimulating factors, *Csf1-3* (Supplementary Fig. 27a). To assess the degree to which cGAS was responsible for producing these differences, the *Blg-Cre*;*HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/−*^ MECs were treated with a cGAS inhibitor (0.7 μM RU.521) or vehicle and the expression of six proinflammatory genes was determined: inhibition of cGAS caused significant downregulation of four of the examined genes (*Csf1*, *Il1a*, *Nfkb1*, and *Nfkb2*; Supplementary Fig. 27b). CSFs correlate with tumor-associated macrophage (TAM) density and breast cancer mortality^45^. We found a higher level of infiltration of CD45-positive cells in premalignant *Blg-Cre*;*HMMR*^*Tg/Tg*^;*Brca1*^*f/f*^;*Trp53*^*+/−*^ tissue (Fig. 6e). These cells were characterized by the expression of the TAM markers F4/80, CD68, and VCAM1 (F4/80^+^CD68^+^VCAM1^+^; Fig. 6f). Therefore, HMMR overexpression exacerbates protumorigenic changes to the immune microenvironment that are correlated with lower latency and greater penetrance of mammary tumorigenesis.

### Protumorigenic features in cancer-of-origin cells

The premalignant gene expression profiles observed in *Blg-Cre;Brca1*^*f/f*^*;Trp53*^*+/−*^ mice further suggested that *HMMR* overexpression amplifies perturbations that are present at the origin of *BRCA1*-associated breast cancer. We then found that *HMMR* expression is positively correlated with the “TNF signaling via NF-κB” and “KEGG cytosolic DNA sensing” pathways in human basal-like and/or claudin-low tumors, but not in the other major breast cancer subtypes (Fig. 7a). We subsequently examined the human cell type of origin of *BRCA1*-associated breast cancer for key protein expression or localization differences. This study included primary luminal progenitors isolated from breast tissue of healthy women non-carriers (*n* = 3) and carriers of *BRCA1* pathological variants (*n* = 3). Overexpression of HMMR and abnormal ARPC2 spindle/cortical localization in mitotic cells, and increases in nuclear localization of p52 were each identified in luminal progenitors from carriers of *BRCA1* pathological variants (Fig. 7b). These results were also found to be consistent with frequent overexpression of HMMR in *BRCA1*-mutant breast cancer cell lines and tumors^10,11^, and with impaired formation of MCF10A acini upon concurrent depletion of BRCA1 and HMMR^11^. These findings establish a link between BRCA1 loss and HMMR overexpression in promoting breast carcinogenesis.

**Fig. 7:**
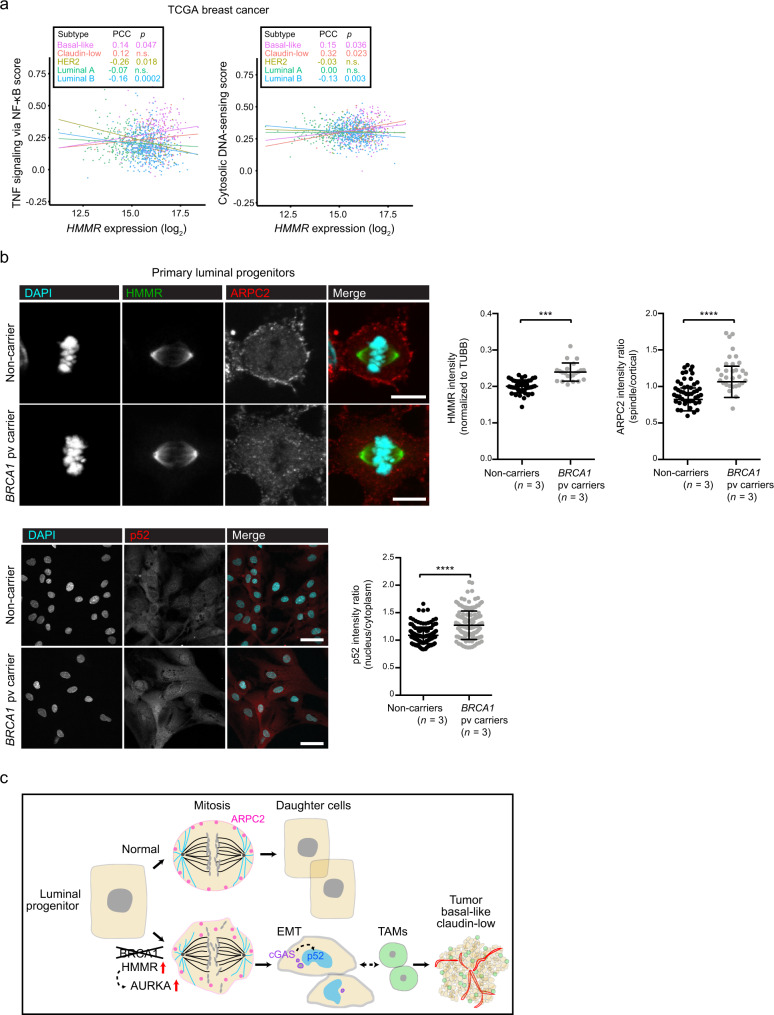
HMMR-centered perturbations at the basis of breast cancer risk. **a** *HMMR* expression correlation (Pearson’s correlation coefficient (PCC)) with the gene sets “TNF signaling via NF-κB” (left panel) and “Cytosolic DNA-sensing” (KEGG annotation; right panel) across breast cancer subtypes (inset, color-coded; basal-like, *n* = 213; claudin-low, *n* = 51; HER2, *n* = 88; luminal A, *n* = 234; and luminal B, *n* = 556). The data corresponded to TCGA primary breast tumor RNA-seq profiles and the PCC *p* values (or n.s.) are also indicated. **b** Top and bottom left panels, representative immunofluorescence images of ARPC2, HMMR, and p52 staining in luminal progenitors from healthy non-carrier and carriers of *BRCA1* pathological variants (pv). Right panels, quantification: ARPC2; mean ± s.d.; *n* = 30 cells from non-carriers (*n* = 3); and *n* = 30 cells from *BRCA1* pv carriers (*n* = 3); HMMR; mean ± s.d.; *n* = 31 cells from non-carriers; *n* = 21 cells from *BRCA1* pv carriers; and p52; mean ± s.d.; *n* = 150 cells in each setting. Two-tailed Student’s unpaired-samples *t* test; ***p = 0.0002; ****p < 0.0001. Scale bars = 10 μm (ARPC2, HMMR) and 50 μm (p52). **c** Illustration of the proposed sequence of molecular and cellular events leading to normal luminal progenitor cell division (top sequence) and their alteration in *BRCA1*-associated breast cancer (bottom sequence). Loss of BRCA1 and HMMR overexpression activate AURKA and reduce cortical retention of ARPC2 during mitosis, disrupting correct chromosome segregation, prompting emergence of micronuclei in daughter cells, which appear imbalanced in size and have undergone EMT as a consequence. Then, micronuclei-induced cGAS signaling activates non-canonical NF-κB, which can facilitate recruitment of TAMs that enable initial tumorigenesis. As a consequence, developed tumors are predicted to show basal-like and claudin-low features with high vascularization and immune cell infiltration.

## Discussion

From mouse to human analyses, this study reveals a sequence of molecular, cellular, and tissue microenvironment alterations that is associated with increased breast cancer risk (Fig. 7c). The consequences of *HMMR* overexpression against a *Brca1*-mutant background expose the initial interplay of these alterations that may promote development of *BRCA1*-associated breast cancer. Analysis of GWAS results indicates that a substantial fraction of risk modification is mediated by perturbation of established BRCA1 functions and/or that of its interactors^46^, including HMMR^10,11^. This analysis also predicted involvement of immune system processes, which may then interact with increased genomic instability. Thus, the results of our study lead us to propose that perturbation of cell division due to loss of BRCA1 and overexpression of HMMR, which in turn enhances AURKA activity that diminishes mitotic cortex stability mediated by ARPC2, increases genomic instability in daughter cells. Genomic instability may then trigger cGAS-STING signaling, which could subsequently activate inflammatory signals through NF-κB. Interestingly, *BRCA1*-associated breast cancers show active NF-κB-driven transcriptional programs^47^, and BRCA1-deficiency causes persistent NF-κB signaling^48^. Boosted NF-κB signaling could promote EMT and additional signals that ultimately provide a permissive tumorigenic microenvironment by recruiting TAMs.

The conclusions from our study may be limited by several considerations. The modifier effect of other biological processes predicted to be connected to *BRCA1* and *HMMR* profiles remains to be assessed. *HMMR* rs299290 could also influence expression of neighboring genes and, thereby, combined deregulation of HMMR and other gene products might further affect the risk outcome and tumor features. The original variant was also shown to be associated with risk of breast cancer in Ashkenazi Jewish individuals who were non-carriers of *BRCA1* pathological variants, but not in non-Ashkenazi populations^10,49^, which suggests there may be additional genetic differences in the *HMMR* locus that influence risk. In contrast to the proposed model, activation of cGAS-STING signaling could lead to cellular senescence and tumor suppression by promoting immunosurveillance^50,51^. The strength and duration of cGAS-STING activation, possibly combined with other molecular and cell alterations, may define the outcome towards tumor promotion or suppression^52^. The interplay between HMMR overexpression and loss of p53 remains to be examined, but it is expected to be connected to loss of BRCA1, since most *BRCA1*-associated breast cancers show *TP53* mutations^53^. Also, the proposed *BRCA1*-associated tumorigenic model is mainly based on correlations between genetic, molecular, and cellular perturbations, which, on the other hand, could be influenced by the genetic background and/or other confounding factors in which the studies were performed.

The proposed model parallels described immune cell changes and a luminal progenitor to basal/mesenchymal transition in *BRCA1*-associated breast tissue^44,54,55^. Interestingly, a cell-autonomous STING-driven inflammation and proangiogenic status has also been shown in *BRCA1*-deficient ovarian cancer cells^56^. In addition, some of the identified proinflammatory molecules were found to be induced by aging-associated alterations of mammary epithelial and stromal cells^57^. Moreover, our HMMR IP-MS assays identified the S100A7-9 proteins as candidate interactors, and these proteins modulate immune system homeostasis and inflammatory responses^58^. The S100 protein family are calcium-binding cytosolic proteins, and HMMR was previously shown to bind calmodulin in a calcium-dependent manner^40^ and may interact with calcium-binding calmodulin-like 5 (CALML5). Further studies may be warranted to evaluate these potential interactions in modulating breast cancer risk and development.

Our model draws attention to the relevance of modifiers beyond their relatively small effects on risk estimates. Modifiers may also emerge as players influencing cancer cell and tumor microenvironment features, which could partially determine disease progression and response to therapy^59^. At the level of cancer prevention, the observed upregulation of inflammatory factors highlights unexplored opportunities for targeted therapeutic approaches.

## Methods

### GWAS data and gene set analysis

The GWAS summary statistics of *BRCA1*-associated and triple-negative breast cancer were downloaded from the public repository of the Consortium of Investigators of Modifiers of BRCA1/2 (CIMBA: http://cimba.ccge.medschl.cam.ac.uk/projects/). This study did not require individual data. The pathway scoring algorithm (Pascal)^16^ was applied with default parameters considering genetic variants with minor allele frequency > 5% and using the gene-locus sum chi-squared test for significance assessment. All variants linked to a dbSNP 151 identifier were included. The gene sets corresponded to the curated collection of The Molecular Signatures Database (MSigDB version 7.4: http://www.gsea-msigdb.org/gsea/msigdb/). A weighted score was computed for each pair of defined keywords found in the publication abstracts of 395 gene sets (from 673 sets, 278 were not linked to publications). The inverse of all keyword pairs found in a given abstract was computed, and the total weighted score of a given pair was defined as the sum of all partial weights across the 395 abstracts. The scores were used to define edge length in undirected keyword networks constructed using the *ggnetwork*^60^ (version 0.5.10) and *network*^61^ (version 1.17.1) R packages.

### *Rosa26 loxP*-STOP*-loxP*-*HMMR* mouse model

A mouse model with conditional expression of the human *HMMR* gene was generated by homologous recombination in embryonic stem (ES) cells (genOway’s custom development). For this purpose, a targeting vector was constructed by cloning the human *HMMR* cDNA and hGHpA signal into the genOway Rosa26 Quick Knockin™ targeting vector. The construct included *HMMR* (full-length sequence verified; transcript NM_001142556, ENST00000393915) under the control of the endogenous *Rosa26* promoter and with a 5′-*loxP*-flanked STOP-neomycin selection (Neo) cassette that could be excised using Cre recombinase, subsequently activating transgene expression. The construct was linearized with the *Asc*I restriction enzyme and transfected into ES cells by electroporation. G418-resistant colonies were isolated and screened by PCR and Southern blot to test for homologous recombination at the 5′ end of the *Rosa26* locus and the 3′ end of the targeting vector. Several recombined ES cell clones were injected into C57BL/6J-recipient blastocysts, which were re-implanted into pseudo-pregnant females and allowed to develop to term. Resulting chimeric males were mated with C57BL/6 wild-type females and germline transmission of the knock-in allele was verified by PCR analysis of tail germline DNA from F1 mice. Heterozygous offspring were crossed to generate homozygous mice (F2). These mice were crossed with the *Brca1* mutant model corresponding to the *Trp53*^*tm1Brd*^ *Brca1*^*tm1Aash/F22-24*^ Tg(LGB-cre)74Acl/J mouse strain^21^ (catalog 012620, The Jackson Laboratory), and the offspring with a mixed background evaluated for mammary tumor development. The *Blg-Cre* (LGB-cre) transgene is active during lactation and, to ensure expression of human *HMMR* and loss of *Brca1* in mammary tissue, the mice were allowed to go through two rounds of pregnancy and lactation and then set aside to develop tumors. Mice were monitored every 2–3 days for tumor development and euthanized when incident tumors were detected (tumor size < 1000 mm^3^) or at the end of the study (no tumor detected). All animal experiments were carried out in the University of Barcelona-Bellvitge animal facility, under the Generalitat de Catalunya license authority (reference 9774) and with the permission of the IDIBELL University of Barcelona-Bellvitge Ethics Committee.

### Histology

From each sacrificed mouse, a variety of tissues (mammary glands, liver, lung, and spleen) were freshly frozen or fixed in 4% formaldehyde in phosphate-buffered saline (PBS), embedded in paraffin, sectioned at 4 μm, routinely stained with hematoxylin and eosin, and microscopically examined by two pathologists. Tumor features were scored blindly relative to their genotype, following established criteria for mouse studies^62^.

### Gene expression analysis of mouse tumors

The mRNAs from tumors were extracted using TRIzol (Thermo Fisher Scientific) and, following quality controls, single-end-sequenced at the IRB’s facility in Barcelona. The RNA-seq reads were trimmed for adaptors, masked for low-complexity and low-quality sequences, and subsequently quantified for transcript expression using Kallisto^63^ (version 0.43.16) and mouse genome version mm9. Gene-level quantification was carried out using the *tximport*^64^ (version 3.14) Bioconductor package, mm9 and Ensembl v94 annotations. Differential expression was analyzed using DESeq2^65^ (version 2.13). GO term enrichment was analyzed using clusterProfiler^66^ (version 3.14) and GOnet^67^ (version 2019-07-01). The pre-ranked GSEA^13^ (version 4.1) method was applied based on standard parameters. The RELB:p52 and RELA:p50 target sets were taken from the Harmonizome database^68^; the cytosolic DNA-sensing pathway gene set was taken from the KEGG database^69^; and the triple-negative breast cancer gene expression signatures were taken from the original publication^26^.

For quantitative expression analyses, total RNA was isolated from tissue using TRIzol reagent (Thermo Fisher Scientific) and complementary DNA (cDNA) synthesized from 1 μg RNA using the High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific), following the manufacturer’s protocol. The cDNA was diluted to a working concentration of 6 ng/μl with RNase-free water. Specific primer sets of oligonucleotides were designed, spanning exon/exon boundaries wherever possible. PowerUp SYBR Green PCR Master Mix (Applied Biosystems) was used for qPCR reactions. The PCR conditions used were as follows: 95 °C for 10 min, followed by 45 repeat cycles of 95 °C for 10 s, then 60 °C for 45 s. A dissociation stage of 95 °C for 15 s, 50 °C for 10 s, and 95 °C for 15 s was added. TaqMan probes were purchased from Thermo Fisher. TaqMan Universal PCR Master Mix (Applied Biosystems) was used in the reactions. The assay conditions were as follows: 95 °C for 10 min, followed by 45 repeat cycles of 95 °C for 15 s, and 60 °C for 1 min. Data generated from the qPCR reactions were analyzed using the 2-ΔΔCt method. All samples were run in triplicate and experiments repeated at least three times. The primer sequences and TaqMan^TM^ assays used in this study are listed in Supplementary Table 2.

### TCGA and *Blg-Cre;Brca1*^*f/f*^*;Trp53*^*+/−*^ public data

TCGA data were obtained from the Genomic Data Commons Data Portal (https://portal.gdc.cancer.gov) and from the corresponding consortium publications. Individual genetic data were obtained following specific approval: dbGaP Data Access Committee project #11689. Gene expression data corresponded to FPKM-UQ values. The TCGA *BRCA1* germline and somatic mutation status was taken from a previous curation^70^. The gene set expression scores were computed using the single-sample GSEA (ssGSEA) algorithm calculated within the GSVA software^71^ (version 1.43.1), and using primary breast tumor gene expression (RNA-seq FPKM-UQ) data. The bimodality of expression values was determined using the bimodality coefficient and Hartigan’s dip statistic^72^. Preprocessed and normalized single-cell RNA-seq data of mammary premalignant and tumor stages of the *Blg-Cre;Brca1*^*f/f*^*;Trp53*^*+/−*^ mouse model were obtained from the authors^44^. Only cells with at least 2,000 measured genes were used to compute ssGSEA scores.

### Immunohistochemistry and antibodies

The assays were performed on serial paraffin sections using an EnVision kit (Dako). Antigens were retrieved using citrate-based (pH 6) buffer. Endogenous peroxidase was inactivated by pre-incubation in a solution of 3% H_2_O_2_, and blocked in 1x PBS with 10% serum. Slides were incubated overnight at 4 °C with primary antibody diluted in blocking solution. Secondary anti-mouse or anti-rabbit peroxidase-conjugated antibodies (Envision + system-HRP, Dako) or anti-rat (ImmPRES HRP, Vector Laboratories) were used. Sections were hematoxylin-counterstained and examined with a Nikon Eclipse 80i microscope. Images were captured under bright field and captured at 10X-40X magnification using a Nikon Digital Sight color video camera linked to a computer system. Quantifications were performed using Fiji-ImageJ (version 1.52s-10, National Institute of Health) software with the IHC profiler plugin. Color deconvolution was applied and DAB immunoreaction was selected based on the standard threshold. The quantified immunoreaction was measured per tumor area and represented as arbitrary units (arb. units). The antibodies used in this study are detailed in Supplementary Table 3.

### Isolation and culture of primary mouse mammary epithelial cells

Highly purified MECs were isolated from cryopreserved mammary glands from 6-week-old mice. Briefly, this process involved dissociating viably cryopreserved preparations into single-cell suspensions. Cryopreserved mammary glands (around 1 cm^3^) were cut into small pieces for better tissue dissociation, which was performed with gentleMACS (Miltenyi Biotec) following the manufacturer’s protocols. After obtaining a single-cell suspension, cells were cultured with EpiCult Plus (STEMCELL Technologies) on collagen-coated plates (Corning) and the medium was refreshed every other day. For CFC assays, MECs were seeded at single-cell density (100 cells per 24 wells) in collagen-coated plates for 5 days, and LPS at different doses was used to activate NF-κB in MEC cultures.

### Cell culture and compounds

HeLa cells were purchased from the American Type Culture Collection (ATCC, catalog CCL-2^TM^) and cultured in 10% FBS DMEM, 20 U/ml penicillin (Invitrogen) and 20 μg/ml streptomycin (Invitrogen). Tetracycline-inducible (Tet-On) HeLa cells were created and cultured in DMEM with 10% tetracycline-free FBS (Clontech) plus additives, as described^73^. GFP-HMMR expression was induced with addition of 2 μg/ml doxycycline (Clontech). Expression of induced GFP-HMMR was visualized by fluorescence microscopy. Cell lines were grown at 37 **°**C in a 5% (v/v) CO_2_ incubator. Cells were passaged at 85% density and reseeded at 15–20% density. The tested inhibitors against mitotic kinases (AURKA, CSNK1A1, and PLK1) are cytotoxic and impede progression through mitosis. To determine the optimal concentrations of each inhibitor for the screen, we first performed a dose response curve against HeLa cells using a cytotoxicity assay (Abcam ab112118). For each inhibitor, HeLa cells were incubated with eight titrated doses, including a DMSO control. Curves were fitted using the dose-response-inhibition equation (log(inhibitor) - response) in Prism 6 software (GraphPad). Tet-On HeLa cells were induced to express EGFP-HMMR and then treated with sublethal doses of each inhibitor. Mitotic cells were followed by time-lapse microscopy after 2 h of incubation (*n* = 3 experiments). The frequency of anaphase blebbing and the daughter cell-size ratio at cytokinesis were analyzed as described. The 4T1 and MCF7 cell lines were obtained from ATCC (CRL-2539^TM^ and HTB-22^TM^, respectively) and were grown according to recommendations.

### Lentiviral production and transduction, and gene depletion

HEK-293FT cells were obtained from Invitrogen (Thermo Fisher, catalog R70007) and maintained in 10% FBS DMEM at 37 °C, in a 5% CO_2_ incubator and split at 70–80% confluence. Lentiviral particles and transduction were produced as previously described^74^. Lentivirus was produced by packaging EGFP (Addgene #36083) or EGFP-Cre (Addgene #86805) with packing plasmid psPAX2 (Addgene #12260) and envelope plasmid pMD2.G (Addgene #12259). MECs were seeded in 6-well plates at 80% confluence, and fresh medium was provided 4 h before transduction. MECs were incubated with the viral supernatants overnight and medium was changed in the morning. Protein expression was measured by immunofluorescence 72 h after transduction.

### Cell synchronization

Mitotic HeLa cells were synchronized in M phase by treating cells with 200 ng/ml nocodazole (Sigma-Aldrich) for 16 h. Cells were then washed and incubated in a proteasome inhibitor, 15 μM MG132 (Sigma-Aldrich), for 3 h followed by collection. For monopolar synchronization, the cells were incubated with an Eg5 inhibitor (5 μM (+)-S-Trityl-L-cysteine (Sigma-Aldrich)) for 16 h and mitotic exit was forced by the addition of 20 μM RO-3306 (Sigma-Aldrich) for 5 min.

### Immunofluorescence and image acquisition

Cells were seeded on coverslips and fixed with 4% paraformaldehyde at room temperature for 10 min, followed by cold methanol fixation at 4 **°**C for 10 min. Cells were permeabilized with PBS-0.25% Triton X-100 (Sigma-Aldrich) for 20 min. Fixed and permeabilized cells were washed with PBS three times and blocked in PBS with 0.1% Triton X-100 and 3% BSA for 1 h at room temperature. Antibodies were diluted in PBS with 0.1% Triton X-100 and 3% BSA accordingly. Coverslips were incubated in diluted antibodies for 2 h at room temperature, followed by three PBS washes. The coverslips were then incubated with diluted secondary antibodies at room temperature for 1.5 h. Cells were incubated in PBS-diluted Hoechst for 15 min, followed by two PBS washes and a dH_2_O wash prior to mounting. Coverslips were mounted with ProLong Gold Antifade Reagent (Invitrogen) and allowed to seal overnight at room temperature. Fixed cells were imaged using Fluoview software (Olympus) connected to an Olympus Fluoview FV10i confocal microscope. Images were captured using a 60X-300 × 1–2 NA oil objectives as a stack of 5–7 optical sections with a spacing of 0.5 μm through the cell volume. The images were analyzed using Fiji-ImageJ (version 1.52s-10, National Institute of Health) to generate maximum intensity projection of the fluorescence channels.

### Live cell imaging for membrane blebbing analysis

Cells were grown in plastic 96-well plates (Corning) and stained with Hoechst for 10 min, followed by three PBS washes before imaging with fresh media. Cells in the 96-well plates were placed in a 37 °C environmental chamber supplied with 5% CO_2_ (ImageXpress Micro XL). The plates were imaged with the ImageXpress Micro XL epifluorescence microscope (Molecular Devices Incorporated) controlled by MetaXpress software (version 5.0.2.0. Molecular Devices Incorporated). Images were captured through a 40 × 0.75 NA dry objective with 2 × 2 binned resolution. For blebbing analysis, images were taken every 1 min. For F-actin-labeled live cell imaging of parental HeLa and Tet-On HeLa, the cells were incubated with CellLight Actin-RFP, BacMam 2.0 (Thermo Fisher Scientific, catalog C10583) 48 h before imaging, and Tet-On HeLa cells were treated with doxycycline 24 h before imaging. Images were captured every 5 min.

### Immunoprecipitation mass spectrometry

HeLa cells were synchronized via exposure to 200 ng/ml nocodazole (Sigma-Aldrich) for 17 h, followed by a 2-h incubation with 15 µM MG132 (Sigma-Aldrich) to arrest at metaphase. Synchronized cells were then harvested and lysed in lysis buffer, as described^75^, at 4 °C for 45 min. Cell lysates were pre-cleared by centrifugation and incubation with Protein A/g agarose beads (Sigma-Aldrich) for 30 min at 4 °C prior to incubation with antibodies. Pre-cleared lysates were either immunoprecipitated with anti-HMMR (Abcam ab124729) or rabbit IgG (Sigma-Aldrich 12–370) antibodies in separate tubes, and incubated with rotation for 24 h at 4 °C. The lysate-antibody mixture was collected with Protein A/g agarose beads (Sigma-Aldrich) and incubated at 4 °C for 22 h. The beads were then washed with lysis buffer (X3), wash buffer (X2), and PBS (X2) to remove detergent. Immunoprecipitated proteins were reduced with dithiothreitol (10 mM final concentration in 50 mM Hepes pH 8.5) and alkylated with iodoacetamide (40 mM final concentration in 50 mM Hepes pH 8.5), and digested with trypsin/Lys-C (Promega). Reductive dimethylation was used for stable isotope labeling of IgG control and HMMR immunoprecipitated samples. The conditions were combined, peptides purified on C18-STAGE tips, and separated over 125 min on a 50 cm C18 column connected to an Easy nLC ultra-high-pressure LC system (Thermo Fisher Scientific) coupled to a Q Exactive HF mass spectrometer. Acquired spectra were searched using Proteome Discoverer software (Thermo Fisher Scientific, version 2.5) against the *Homo sapiens* reference proteome including isoforms, downloaded from the UniProt database^76^ (version 2017–07). The searches used a 1% false discovery rate-cut-off at peptide and protein level, and the following modifications were considered: static modifications, +57.021 Daltons (Da) on C residue; variable modifications, +15.995 Da on M, and +28.031 or +34.063 on K; and peptide N terminus, +42.011 Da. Differential abundance in anti-HMMR versus rabbit IgG immunoprecipitates was determined using a Student’s *t* test and proteins commonly identified in affinity enrichment experiments were flagged based on information derived from the CRAPome (version 2.0) database^77^.

### Gene expression analysis of contralateral mammary tissue

Three consecutive sections of paraffin-embedded contralateral tissue from each selected mouse with an incident tumor were used for RNA extraction using the AllPrep DNA/RNA FFPE kit (QIAGEN), and concentration determined using Qubit 3.0 Fluorometer (Invitrogen). Library preparation was performed on an Ion Chef and Ion Torrent S5 platforms (Thermo Fisher Scientific) following Ion AmpliSeq^TM^ Library Preparation on the Ion Chef^TM^ System Quick Reference. The resulting cDNA library was quantified using the Ion Library TagMan^TM^ Quantification Kit (catalog 4468802). Targeted sequencing was performed on an Ion Chef and Ion Torrent S5 platforms following manufacturer’s protocols (Thermo Fisher Scientific). 

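The deposited values cover 23930 amplicons of the mouse panel. Rpph1, the RNA component of RNase P, took 9.18% to 11.6% of the reads in control mice and 7.71% to 10.0% in HMMRTg/Tg mice (exact permutation test, two-sided, p = 0.114). The nuclear RNA Malat1 took 2.15% to 3.45% over the 7 mice. The casein genes, which encode milk proteins, took 0.659% to 10.6% in control mice and 0.777% to 7.46% in HMMRTg/Tg mice, and the groups overlapped (exact permutation test, two-sided, p = 0.914). Together the 10 most abundant amplicons took 19.2% to 28.1% of the reads of a mouse. Amplicons with at least 1 read numbered 15373 to 16394 in the 3 control mice and 15421 to 16154 in the 4 HMMRTg/Tg mice. Those at 1 RPM or more numbered 12293 to 13042 and 12452 to 12868.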

The Ion AmpliSeq Transcriptome Mouse Gene Expression Assays measure gene expression of over 20,000 mouse RefSeq genes in a single assay simultaneously. Basal data processing and quality control was performed using the AmpliSeqRNA plug-in for Ion Torrent S5. Differential gene expression analysis was performed in Transcriptome Analysis Console (version 4.0.1). 

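In contralateral tissue of HMMRTg/Tg mice 5 genes were higher and 48 lower than in control mice at an adjusted p under 0.05 from limma. Of these 53 genes, 26 are in the lists of skeletal muscle markers or of muscle actin binding genes. The lists were written by hand and do not hold every muscle gene, so the called genes outside them are not thereby free of muscle genes. Among the lower genes, Atp2a1, the calcium pump of muscle, had a log2 fold change of −7.03 (adjusted p = 0.00429), the troponin Tnnt3 of −6.73 (adjusted p = 0.00577) and the myosin light chain Mylpf of −6.52 (adjusted p = 0.00265). The muscle actin Acta1 had a log2 fold change of −5.75 (adjusted p = 0.00823), the glycolytic enzyme Pgam2 of −5.63, the elongation factor Eef1a2 of −5.47 and nebulin (Neb) of −5.34. The call of Tnnt3 ended with a pseudocount of 0.1 (adjusted p = 0.0509) and that of Acta1 with a pseudocount of 10 (0.0954). The higher genes were Clec2f, Hjurp, Ints10, BC035044 and 1700112E06Rik. Ints10, a subunit of the Integrator complex, was read at 39.6 ± 3.58 RPM (SD, n = 3) in control mice and at 93.8 ± 8.99 RPM (SD, n = 4) in HMMRTg/Tg mice, a log2 fold change of 1.22 (standard error 0.18, adjusted p = 0.0155 from limma). Its call ended with TMM factors (adjusted p = 0.056), without a trend (0.0691), in edgeR (0.0608), and without mouse 2 (0.0543), 7 (0.0613), 8 (0.0527) or 11 (0.0769). Clec2f, a C-type lectin gene on chromosome 6 of GRCm38.p6 from 129008803 to 129021342, was read at 0.181, 0.331 and 0.351 RPM in the control mice, which is 1 to 3 reads each, and at 16.7 to 27.0 RPM in the HMMRTg/Tg mice. Over each group's summed reads the ratio was 73.0 (95% exact Poisson interval 35.2 to 182, counting error only), and limma gave adjusted p = 0.000463. BC035044, on chromosome 6 of GRCm38.p6 from 128848044 to 128891124, was read at 0 to 0.117 RPM in control mice and 2.17 to 4.74 RPM in HMMRTg/Tg mice (adjusted p = 0.0377 from limma). Its call ended with a pseudocount of 10 (adjusted p = 0.171) and without mouse 1 (0.166), 2 (0.0913), 3 (0.0841), 7 (0.153), 8 (0.0873) or 11 (0.133). It also ended with thinning to equal reads (0.0629), with muscle genes left out (0.077) and with the luminal score as a covariate (0.0849), runs added after the data were seen. Clec2f and BC035044 lie outside the rule for named genes and were chosen after their values were seen. Clec2f and the myosin genes have close paralogs, and BC035044 overlaps Clec2i, so reads could be shared. 1700112E06Rik had a log2 fold change of 2.43 (adjusted p = 0.0428 from limma), a call that ended with TMM factors (0.0549), in edgeR (0.055), and without mouse 1 (0.191), 3 (0.118), 7 (0.168), 9 (0.0833) or 11 (0.158), and with most other settings. The named higher genes were filled by lowest unadjusted p. They include Nes, an intermediate filament gene (log2 fold change 1.60, adjusted p = 0.0544), Itgb4, an integrin of basal epithelium (0.95, 0.0646), the protease gene Plat (1.21, 0.0597), the SNARE gene Vamp8 (1.09, 0.0537) and the collagen gene Col15a1 (1.06, 0.0807). At an unadjusted p under 0.05 and at least 2-fold, 235 genes were higher and 240 lower. That split was 188 and 288 with TMM factors, 231 and 400 in edgeR, 248 and 431 in DESeq2, and 40 and 99 with a pseudocount of 10. It leaned the other way without mouse 3, with 421 higher and 220 lower, and was 393 and 413 without mouse 2. The adjusted calls were 79 higher and 187 lower in DESeq2, 4 and 65 in edgeR, 22 and 43 without mouse 9, 11 and 43 without mouse 2, 9 and 35 without mouse 8, 3 and 23 without mouse 1, 2 and 26 without mouse 7 and 2 and 26 without mouse 11.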

Gene ontology terms for genes with differential expression identified from RNA-seq or TaqMan^TM^ assays were identified with GOrilla^78^ (version 01–2019) and g:Profiler^79^ (version 0.2.1).

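Of the 235 genes at least 2-fold higher at an unadjusted p under 0.05 in contralateral tissue of HMMRTg/Tg mice, 42 were members of the cell division and chromosome segregation list (Fisher's exact test against the 13080 genes tested, adjusted p = 9.63e-42 over 30 lists). DNA replication genes supplied 7 (adjusted p = 0.000375) and tight junction genes, which seal epithelial cells to each other, 4 (adjusted p = 0.0111). Of the 240 genes at least 2-fold lower, 30 were muscle actin binding genes (adjusted p = 3.48e-45) and 23 were skeletal muscle markers (adjusted p = 5.96e-40), with members in common. Actin binding genes outside muscle supplied 0 (adjusted p = 0.726). The joined actin binding list was enriched among the lower genes through its muscle members (adjusted p = 7.84e-19). Genes of 1 list vary together between mice, and Fisher's exact test takes them as independent. The lists were written by hand for this comparison before the data were examined and are not the ontology terms of the paper.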

### Human breast tissue and luminal progenitors

Highly purified subpopulations of human MECs were isolated from normal reduction mammoplasty tissue samples from randomly chosen premenopausal women non-carriers and carriers of *BRCA1* pathological variants (*n* = 3/group; mutations c.68_69del, p.Glu23fs; c.1687C > T, p.Gln563Ter; and c.66dupA, p.Glu23Argfs), as previously described^80,81^. The breast tissue were confirmed to be histologically normal. Briefly, cell population isolation involved dissociating viably cryopreserved organoid preparations into single cell suspensions, and then isolating viable EpCAM^+^CD49f^+^ luminal progenitors using cell-sorting gates that excluded hematopoietic (CD45^+^), endothelial (CD31^+^), dead (DAPI^+^) cells, and debris. All donors provided informed written consent and the study was approved by the University of British Columbia’s Ethics Review Board (reference H19-04034).

### Statistics

Univariate survival analyses of rs299290 genotypes in TCGA breast cancer subtypes and of mammary mouse tumor incidence were performed using the Kaplan–Meier method and log-rank test, computed with the *survival* (version 3.2–13) R package. Multivariate Cox proportional regression models of the effect of *HMMR* in mouse mammary tumorigenesis included the covariates of metaplasia (yes/no), mitotic rate (%), and keratin 8 and/or 14 positivity (0–3 score). Tumor grade was not considered because most cases were classified as high grade. Other statistical analyses generally involved two-tailed Student’s unpaired samples *t*-tests, or unpaired one-way ANOVAs followed by Tukey’s multiple-comparison tests, the exception being that two-tailed Student’s paired-samples *t*-tests were used to compare primary cell data, including CFC, multipolar mitosis, and mitotic outcomes. All differences were considered to be significant for values of *p* < 0.05. All molecular and cellular assays were repeated independently at least two times, found to show a similar trend. The number of experiments and replicates is indicated in each relevant figure legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

The RNA-sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession number GSE163756 (preneoplastic mammary tissue) and GSE164004 (mammary tumors). The raw and processed data IP-MS data generated in this study have been deposited in the Proteome Exchange (PXD031752) and MassIVE (MSV000088870: 10.25345/C57659F06) repositories. The publicly available GWAS data used in this study are available in the CIMBA consortium web page (https://cimba.ccge.medschl.cam.ac.uk/projects/) and the publicly available single-cell *Brca1*-associated mouse mammary tumorigenesis data used in this study are available in the ArrayExpress database under accession code E-MTAB-10043 (https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-10043/; processed data is also available in http://marionilab.cruk.cam.ac.uk/BRCA1Tumourigenesis). The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Source data

Source Data

## Code availability

The R-code used to compute the weighted score of literature keywords and to construct undirected networks is available at GitHub (https://github.com/pujana-lab/HMMR).

# Supplementary material for: Modification of BRCA1-associated breast cancer risk by HMMR overexpression
**Source:** Nat Commun. 2022 Apr 7;13:1895. doi: 10.1038/s41467-022-29335-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Results of gene set-based analysis of GWAS summary statistics.

File Name: Supplementary Data 2

Description: Cancer keyword analysis of risk-associated gene sets.

File Name: Supplementary Data 3

Description: BRCA1 and risk-associated gene set correlations.

File Name: Supplementary Data 4

Description: Risk-linked gene sets including BRCA1 and/or HMMR.

File Name: Supplementary Data 5

Description: Risk-linked gene sets coexpressed with HMMR.

File Name: Supplementary Data 6

Description: Histopathological and marker features of mouse mammary tumors.

How the deposited data were processed for this re-analysis (not part of the article)

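RNA from contralateral mammary tissue of 3 control and 4 HMMRTg/Tg mice was measured with a mouse amplicon panel. The authors sequenced RNA of paraffin sections on an Ion Torrent instrument and processed the reads with the AmpliSeqRNA plug-in. They deposited 1 RPM value per amplicon and mouse, that is, reads per 1e6 reads on the panel, with no correction for length. The submitters' processing notes name the build mm10 and Transcriptome Analysis Console. The aligner and the plug-in's version are not given in the sources used here. Conditions and mouse numbers came from the sample labels, whose genotypes are those of the paper. The 27 gene symbols that a spreadsheet had turned into dates were restored from the amplicon names. The deposited values were named TPM and are used here as RPM, because each mouse sums to 1e6 and low values are whole multiples of 1 read, within a tolerance of 0.05 reads.

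Values were tested as log2(RPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), with genotype as the term, on genes with at least 1 RPM in at least 3 mice. Benjamini-Hochberg adjustment was over these genes. Gene lists, 30 with the joined actin binding list, were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. They were also set against the 2-fold genes with Fisher's exact test. The count tests of edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. Of 13080 genes given to DESeq2, 277 had no adjusted p and stayed out of its counts. Single values and list means per mouse were compared with exact two-sided permutation tests over the 35 splits of 7 mice into 3 and 4. To check for a library deposited more than once, the reads of pairs of 1 group were compared, and no pair came near sampling noise (chi-square per degree of freedom 27.6 to 140.2). Genes were matched by symbol or synonym to RefSeq genes of GRCm38.p6, the assembly of mm10, for 98.9% of the genes tested. Close paralogs, such as the Clec2 and myosin heavy chain genes, could share reads. Gt(ROSA)26Sor, Il6, Tnf, Csf2 and Csf3 gave no tested value. Some genes that the naming rule took are not reported here.

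Genes were named by a rule set before the data were examined. It took every gene the paper names and 12 genes per direction with the largest change among adjusted calls whose mean log2(RPM + 1) was at least 3 and whose groups did not overlap, filled by lowest unadjusted p. It also took up to 4 members of lowest p per list and, for cell types, up to 3 of highest mean. Adjusted calls supplied 12 lower and 3 higher genes. Clec2f, BC035044 and the genes named beside Clec2f on chromosome 6 were chosen after their values were seen. The pipeline was tested on simulated data, with negative binomial reads for the real genes, 200 of them changed, over 10 runs. It recovered 16.7% of 2-fold, 88.7% of 4-fold and 99.4% of 16-fold changes, with 11.1 false calls per run. A list of 120 genes raised 1.8-fold was called in 10 runs, and 0% of unchanged lists were called. Simulated genes were independent, which real genes of 1 list are not. Alternatives were pseudocounts of 0.1 and 10, other filters on low values, quantile normalization, TMM factors, no trend, array weights, leaving out each mouse, both count tests, other list tests and shorter lists. Thinning to equal reads, leaving out muscle genes or the 10 most abundant amplicons, and B cell or luminal scores as covariates were added after the data were seen.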

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

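The tests of muscle fibers, of actin binding genes outside muscle, of the cell type scores, of natural killer cells and of genome position were chosen only after the results were seen. Skeletal muscle markers, which the paper does not discuss, had a median log2 fold change of −5.152 in HMMRTg/Tg mice. A median at least 2-fold lower in the 153 actin binding genes outside muscle, the bound used, is argued against. Their median was 0.1105 (interquartile range 0.408), and the lowest member was at −0.94. A smaller fall, or one in few of the cells cut, could not be seen in RNA of whole sections. Skeletal muscle transcripts beyond actin binding genes were higher in the control sections. All 14 muscle markers outside both actin binding lists had a negative log2 fold change (−7.028 to −2.576, median −4.571). That they came from muscle fibers cut with the gland was not tested apart. These markers belong to those that raised the question and add no support. Whether fibers were present by dissection or by genotype stays open and untested. Over the 35 splits of the mice into 3 and 4, only the real one gave as many lower genes (48, highest other 7). It was also the only one with as large a muscle actin median (size 3.40, highest other 2.63). These counts do not exclude chance, since muscle genes vary together between mice and the count of lower genes takes 1 direction. The exact two-sided test of the muscle actin mean doubles the tail and cannot go below p = 0.0571.

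Cell division genes had a mean log2 fold change of 0.8257 in HMMRTg/Tg mice. Dividing cells of a lymph node stay open, as the whole of it or as a part. With the B and plasma cell score as a covariate the mean was 0.8694 (standard error 0.355). It lay above the bound of 0.413 by more than its error, but with so few mice a margin of that size cannot exclude this explanation. The difference in that score also had a wide error (−0.57, HMMRTg/Tg minus control, standard error 1.25). A larger share of epithelium stays open, since the mean was 0.4978 (standard error 0.278) with the luminal epithelium score, and its error reaches below the same bound, set before both values were computed. An effect of genotype on dividing cells also stays open. In this tissue the paper counted more mitotic cells but no matching rise in CCNB1-positive cells, and proposes that slower mitosis may explain this. The RNA values do not test that reading. Chance cannot be excluded by the splits for this list, with 2 as large, the real one included (median 0.83, highest other 1.02).

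Clec2f, which the paper does not discuss, had a log2 fold change of 4.131, and lies with BC035044 in the natural killer gene complex on chromosome 6, which also holds Gt(ROSA)26Sor (113067428 to 113077244 in GRCm38.p6). A rise of T and natural killer cells together, as large as the bound of 2.07, is argued against by the T and NK cell list. Its median was −0.5419 (interquartile range 0.481), under that bound by more than that range (Nkg7 −0.54 and the highest member, Gzmb, 0.49). The list pools both cell types, and the natural killer genes Ncr1 and Klrd1 were too low to be tested. Tested killer cell receptor genes of the complex differed. Klrk1 (log2 fold change −0.14, standard error 0.48) and Klre1 (−0.053, 0.46) lay far below that bound, and Klra7 (2.09) did not. Natural killer cells alone were therefore not resolved. The paper describes a mixed background, so a strain variant linked to the transgene may be an explanation, and other genes of the complex went both ways, with Klra7 at 2.09 and Klra17 at −2.95 (adjusted p = 0.0864 and 0.207 from limma). It cannot be told apart from chance: within 20 Mb of that locus, without the complex, 11 of 181 genes had an unadjusted p under 0.01 (share of windows elsewhere as high 0.0438), but only 2 of 6 reaches and thresholds gave a share under 0.05, against 5 of 6 with the complex. Of 33 amplicons read in some mice and near 0 in others, the 5 that split by genotype were left out, and among the other 28, 2 of 9 pairs within 5 Mb split the mice alike (0.422 expected, share of random reassignments 0.0563), over the bound of 0.05 but from too few pairs to decide.

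Chance cannot be excluded for the other counts and lists either, and the splits with a result as large are given here with the real one included. There were 3 splits for the 5 higher adjusted calls (highest other 24), and 5 and 4 for the 235 higher and 240 lower 2-fold genes (highest other 385 and 324). There were 24 for the joined actin list (median 0.0576, highest other 0.294), 17 for actin binding outside muscle (median 0.111, highest other 0.380) and 17 for the 9 other lists called (highest other 16). The median of the joined list is near 0 and says little of a call that its mean carried, and a count by the mean (1 split, the real one, size 0.50, highest other 0.47) was chosen after the results were seen and excludes nothing. The split with 24 higher genes set mice 1, 3, 7 and 8 against mice 2, 9 and 11, several times the real count, which points to a structure of the mice other than genotype. The B and plasma cell score moved with it, at 4.59 to 5.83 in mice 1, 3, 7 and 8 and 2.45 to 3.06 in mice 2, 9 and 11, which was noticed after the split was seen.

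Among 105 measures in the 4 HMMRTg/Tg mice, 4 had 1 mouse far from the others (Dixon's test of the gap over the range), where chance gives about 5%. The mean of the keratinocyte and hair follicle list was 4.663 in mouse 9 and 1.87 to 2.13 in the others. Fam83d, whose product recruits casein kinase to the spindle, was read at 0 RPM in mouse 9 and at 1.60 to 1.92 RPM in the others. S100a8, a neutrophil gene, was read at 21.4 RPM in mouse 8 and at 4.99 to 5.63 RPM in the others. Myh4 was read at 23.22 RPM in mouse 8 and at 0.335 to 1.15 RPM in the others.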

How the results depend on the processing

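Thinning to equal reads, the runs without muscle genes or abundant amplicons, and the covariates were chosen after seeing the data. The run with muscle genes left out dropped only members of the skeletal muscle and muscle actin binding lists, so other muscle genes stayed in it. No paired analysis was possible because the groups share no mouse numbers. The 5 higher adjusted calls became 3 with a pseudocount of 10, 3 with a mean of at least 10, 3 with TMM factors, 3 with muscle genes left out, 10 with array weights, 8 with the B and plasma cell score and 79 with DESeq2. The 48 lower calls became 16 with a pseudocount of 10, 24 with a mean of at least 10, 17 with muscle genes left out, 78 with the B and plasma cell score, 80 with the luminal epithelium score and 187 with DESeq2. The 2-fold genes, 235 higher and 240 lower, became 40 and 99 with a pseudocount of 10 and 110 and 114 with a mean of at least 10, and the lower ones 400 with edgeR and 431 with DESeq2. A higher filter tests fewer genes and a larger pseudocount shrinks folds, and for the other changes the cause was not tested. Leaving out 1 mouse gave 2 to 22 higher and 23 to 44 lower adjusted calls, and 165 to 421 higher and 220 to 413 lower 2-fold genes. The higher adjusted calls were 3, 11, 2, 9, 22 and 2 without mice 1, 2, 7, 8, 9 and 11, and the lower ones 23, 26 and 26 without mice 1, 7 and 11. The 2-fold genes were 393 higher and 413 lower without mouse 2, and 421 higher without mouse 3. Cell division genes were called higher in every run of camera with the preset correlation (median 0.36 to 1.06, and 0.65 to 1.06 without 1 mouse), and muscle actin binding genes lower (−4.20 to −1.49, and −3.64 to −2.06 without 1 mouse). With an estimated correlation and with fry the medians are the same (0.83, −3.40, and 0.0576 for the joined actin list), but the calls ended, and both tests let members vary together (adjusted p = 0.84 and 0.363 for cell division, 0.221 and 0.0789 for muscle actin binding, 0.925 and 0.791 for the joined list). The joined list turned from lower to a positive direction without call when the sarcomeric or muscle genes were taken out (median 0.111) and with muscle genes left out (0.0990), by construction. Of the other lists 9 were called, 0 with an estimated correlation, 1 with fry, 3 with the luminal epithelium score and 6 to 11 without 1 mouse. The median of all genes was 0.11, 0.0234 with TMM factors, 0.0383 with quantile normalization, 0.00997 in edgeR and −0.00962 in DESeq2, so changes near 0.1 depend on the scaling. Higher genes made up 49.5% of the 2-fold genes, 39.5% with TMM factors, 36.6% in edgeR, 36.5% in DESeq2 and 28.8% with a pseudocount of 10. The share rose to 65.7% without mouse 3, 56.4% without mouse 9 and 56% without mouse 11. Genes near 1 RPM rest on fewer than 10 reads in a mouse, which limits their folds.

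Over all runs, 1821 values of single genes and 451 of lists other than those above kept direction and side of the threshold. For genes, 42 lost a call, 34 gained one and 47 turned direction, and for these lists 56, 17 and 44. A list's direction is that of camera, against other genes, so its median, given here, need not change sign. For fry it is the direction against no change, so a turn under fry compares different questions. Pseudocount 0.1 turned keratinocyte and hair follicle 0.313, Fam83d −0.112. No filter turned ARP2/3 complex 0.0602. A mean of at least 10 turned milk proteins of secretory epithelium 0.342, Schwann and nerve 0.217. Quantile normalization turned Myh9 −0.0306. TMM factors turned Arpc2 −0.0303, Actr3 −0.0307, Myh9 −0.0924. Array weights turned ARP2/3 complex 0.157, milk proteins of secretory epithelium 0.0790, brown adipocyte −0.328, Tmem173 0.0930, Dynll1 −0.0343. The test of edgeR turned Arpc2 −0.0393, Actr3 −0.0363, Csnk1a1 −0.137, Myh9 −0.130, Dynll1 −0.0628. DESeq2 turned Arpc2 −0.0621, Actr3 −0.0605, Csnk1a1 −0.150, Rela −0.00841, Myh9 −0.154, Dynll1 −0.0865, Prkaca −0.00301. Fry turned ARP2/3 complex 0.0602, TNF signaling via NF-kB 0.0689, cytosolic DNA sensing and type I interferon response 0.0776, p53 response 0.0586, endothelium 0.0912, Schwann and nerve −0.0200. Thinning to equal reads turned ARP2/3 complex 0.0637, Myh9 −0.0134. Muscle genes left out turned Myh9 −0.00647. The 10 most abundant amplicons left out turned Myh9 −0.0401. The B and plasma cell score turned ARP2/3 complex 0.124, milk proteins of secretory epithelium 0.0123, brown adipocyte −0.180, Tmem173 0.0561. The luminal epithelium score turned mesenchymal and EMT 0.0948, milk proteins of secretory epithelium −0.671, brown adipocyte −0.107, endothelium 0.164, Schwann and nerve 0.380, Csnk1a1 −0.103, Pecam1 0.0184, Tmem173 0.226, Fam83d −0.0456, Dynll1 −0.145, Cd68 0.185. Left-out mice gave brown adipocyte −0.462 to 0.302, fibroblast −0.251 to 0.163, Schwann and nerve −0.235 to 0.316, Arpc2 −0.0757 to 0.321, Csnk1a1 −0.518 to 0.590, Tmem173 −0.474 to 0.195, Dynll1 −0.298 to 0.279. They also gave Krt8 −0.0186 to 0.328, Pcnt −0.0620 to 0.580, keratinocyte and hair follicle −0.392 to 0.620, erythrocyte −0.188 to 0.167, Actr3 −0.124 to 0.221, Vim −0.0805 to 0.348, Myh9 −0.170 to 0.165. They also gave Esr1 −0.399 to 0.0980, ARP2/3 complex −0.0460 to 0.193, TNF signaling via NF-kB −0.0623 to 0.235, mesenchymal and EMT 0.122 to 0.395, luminal epithelium 0.148 to 0.447, milk proteins of secretory epithelium −0.455 to 0.666, vascular smooth muscle and pericyte 0.175 to 0.403. They also gave cytosolic DNA sensing and type I interferon response −0.103 to 0.212. None of these single genes and lists was called in the main run or in a run that turned its direction, unlike the joined actin list above. The cause was not tested. Some ends of the ranges without 1 mouse came from runs that kept the main direction and were called by camera. These were fibroblast genes without mouse 3 (adjusted p = 0.00085) and interferon genes without mouse 8 (0.00365). Without mouse 2 they were milk proteins (0.03) and mesenchymal and EMT genes (0.00801).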

Differences from the paper's values

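The paper's text gives 6 mice per parous group for the collection of contralateral tissue, and the values analysed here come from 3 control mice and 4 HMMRTg/Tg mice. The methods speak of selected mice for RNA, and the paper's text names no number for that assay. No alternative set before the data were examined changes these numbers. The paper states that actin binding gene sets were underexpressed. Here actin binding genes outside muscle had a median log2 fold change of 0.11 and were not called (camera, adjusted p = 0.283). The sarcomeric or muscle genes (median −3.40, adjusted p = 1.72e-47) and both lists joined (adjusted p = 0.00441) were called lower by camera with the preset correlation, the joined list with a positive median (0.058) and a mean of −0.50. Both calls ended with an estimated correlation (adjusted p = 0.221 and 0.925) and with fry (0.0789 and 0.791). The paper also states that cell division gene sets were overexpressed, and here their list was higher (median 0.83, camera adjusted p = 2.36e-17). That call too ended with an estimated correlation (adjusted p = 0.84) and with fry (0.363). The paper's own gene sets of Supplementary Fig. 24 were not used here. The paper also counted more CD45-positive cells and macrophages by staining, while here immune cell lists were lower by camera with the preset correlation. Those calls ended with an estimated correlation, and RNA of whole sections is a measure unlike stained cells.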

Other observations

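The runs with a cell type score as a covariate or without muscle genes or abundant amplicons were added after the data were seen. The paper describes tight junction genes as lower in HMMRTg/Tg tumors and, in single-cell profiles of mice without the transgene, as falling over premalignant stages, which are other comparisons than this one. These genes were higher in contralateral tissue of HMMRTg/Tg mice (median 0.44, camera adjusted p = 0.00441, and 0.84 with an estimated correlation). Of 26 measured members, 6 were higher when adjusted over the list alone and 0 over all genes, with 8 higher and 1 lower at an unadjusted p under 0.05 (limma). The count tests called 0 higher and 0 lower in edgeR and 1 and 0 in DESeq2, with Cldn23 (adjusted p = 0.045). The junction scaffold Tjp3 had a log2 fold change of 1.15 and the claudin Cldn23 of 1.30 (adjusted p = 0.231 and 0.233 from limma). Cldn3 was read at 59.7 ± 30.7 RPM (SD, n = 3) in control mice and at 111 ± 7.33 RPM (SD, n = 4) in HMMRTg/Tg mice (log2 fold change 0.99, adjusted p = 0.264 from limma, and 0.0178 without mouse 2). Its groups do not overlap, which chance gives for 5.71% of genes. Of the 13080 genes tested, 853 were higher and 437 lower without overlap. Without mouse 2 Tjp3 was called too (0.0402). The tight junction call ended without mouse 3 (adjusted p = 0.0721), with the luminal epithelium score (0.101) and with fry (0.334). Basal epithelial genes had a median of 0.36 (camera adjusted p = 0.038, and 0.935 with an estimated correlation), with Igfbp2, which encodes a binding protein of insulin-like growth factors, at 1.63 (adjusted p = 0.0991 from limma). That call ended without mouse 1 (0.136), 2 (0.0776), 7 (0.0685) or 8 (0.201), with a mean of at least 10 (0.0684), limma without a trend (0.0509), fry (0.671), muscle genes left out (0.0619) and the luminal epithelium score (0.244). Genes of oxidative phosphorylation had a median of 0.19 (camera adjusted p = 0.0406, and 0.935 with an estimated correlation). This call ended without mouse 1 (0.844), 9 (0.177) or 11 (0.262), with TMM factors (0.137), quantile normalization (0.116), a mean of at least 10 (0.0684), limma without a trend (0.11), array weights (0.432) and fry (0.723). It also ended with muscle genes (0.0619) or the 10 most abundant amplicons left out (0.0674) and with the B and plasma cell (0.171) or luminal epithelium score (0.101).

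Immune cell lists were called lower in HMMRTg/Tg mice by camera with the preset correlation. These were macrophage genes (17 of 23 negative, median −0.29, camera adjusted p = 0.00242), T and NK cell genes (19 of 22 negative, median −0.54, camera adjusted p = 0.0002), B and plasma cell genes (17 of 19 negative, median −0.51, camera adjusted p = 0.0189) and neutrophil and mast cell genes (11 of 14 negative, median −0.65, camera adjusted p = 0.00809). With an estimated correlation the adjusted p values were 0.84, 0.925, 0.935 and 0.84. Their members called by limma numbered 0, 0, 0 and 0 over all genes, with 2, 1, 0 and 0 lower at an unadjusted p under 0.05. Lower members in edgeR numbered 0, 0, 0 and 0, and in DESeq2 0, 1, 0 and 0. The macrophage call ended without mouse 1 (adjusted p = 0.136, median −0.322), the T and NK cell call without mouse 3 (0.12, median −0.0924), and the neutrophil and mast cell call without mouse 1 (0.626, median 0.0181). The B and plasma cell call ended without mouse 1 (adjusted p = 0.459, median −0.229), 3 (0.272, median 0.161), 9 (0.19, median −0.170) or 11 (0.126, median −0.161). With array weights it ended too (0.527, median −0.00871), as did that of neutrophil and mast cells (0.164, median −0.277). The B and plasma cell call also ended with TMM factors (0.0564), quantile normalization (0.0666) or no filter (0.0832), and that of neutrophil and mast cells with a mean of at least 10 (0.144). With fry all 4 calls ended (adjusted p = 0.791, 0.793, 0.965 and 0.791). All 4 calls ended with the luminal epithelium score (adjusted p = 0.596, 0.119, 0.47 and 0.068). B cell transcripts varied widely within each group. Pax5, a transcription factor of B cells, was read at 386, 1.55 and 386 RPM in control mice 1, 2 and 3, and at 323, 137, 12.9 and 6.53 RPM in HMMRTg/Tg mice 7, 8, 9 and 11. Cd79b, of the B cell receptor, was read at 246, 6.96 and 246 RPM and at 243, 92.6, 14.6 and 19.1 RPM in the same mice. The skin keratin gene Krt79 was read at 93.4 RPM in control mouse 3 and at 192 RPM in HMMRTg/Tg mouse 9, and at 0.442 to 9.71 RPM in the others.

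Lists not called by camera had medians of 0.37 (white adipocyte), −0.11 (brown adipocyte), 0.25 (milk proteins), 0.19 (luminal epithelium), 0.36 (vascular smooth muscle and pericyte), 0.091 (endothelium), −0.045 (fibroblast), 0.30 (keratinocyte and hair follicle). The remaining medians were −0.02 (Schwann and nerve), −0.025 (erythrocyte), −0.15 (non-canonical NF-kB), 0.069 (TNF signaling via NF-kB), 0.078 (cytosolic DNA sensing and interferon), 0.17 (mesenchymal and EMT), 0.059 (p53 response), −0.12 (ribosomal proteins). White adipocyte genes were called higher without mouse 1 (adjusted p = 0.0498), 3 (0.000874), 7 (0.0411) or 8 (0.000573), without a filter (0.0267), without the 10 most abundant amplicons (0.0427), and with the B and plasma cell score (0.0347) or the luminal epithelium score (1.18e-09) as a covariate. Non-canonical NF-kB genes were called lower with a mean of at least 10 (0.0285) and without mouse 2 (0.0043), 7 (0.0297) or 8 (0.0279). Other lists were called in 1 run each. These were mesenchymal and EMT genes (higher, 0.00801) and milk protein genes (higher, 0.03) without mouse 2, fibroblast genes (lower, 0.00085) without mouse 3, interferon genes (lower, 0.00365) without mouse 8 and ribosomal protein genes (lower, 0.019) without mouse 1. For the ARP2/3, TNF, interferon, p53 and endothelium lists the median was positive while camera's direction was lower, and for brown adipocyte genes the reverse held.

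Genes that the paper names for its experiments in cells, tissue or tumors did not pass the adjustment in limma here. The log2 fold change was 0.44 for Nfkb2, which encodes p52 (adjusted p = 0.622), 0.46 for Csf1 (0.602), 0.62 for Mb21d1, which encodes cGAS (0.663), 1.31 for Lmnb1 (0.237), 0.51 for Tjp1 (0.365) and −0.54 for Snai2 (0.433). It was −0.96 for the leukocyte gene Ptprc (0.603), −0.41 for Cd68 (0.757), −0.40 for Adgre1 (0.727) and −0.47 for Vcam1 (0.642). DESeq2 called Lmnb1 (adjusted p = 0.0447), and Cd68 turned positive with the luminal epithelium score (0.18). In this tissue the paper stained p52, cGAS and the macrophage markers as proteins and used lamin B1 staining to size nuclei. RNA of whole sections is a measure unlike these. In simulated data the adjusted calls recovered 16.7% of 2-fold changes, so a missing call does not show that a gene was unchanged.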
